# *MYC* activation cooperates with *Vhl* and *Ink4a/Arf* loss to induce clear cell renal cell carcinoma

**DOI:** 10.1038/ncomms15770

**Published:** 2017-06-08

**Authors:** Sean T. Bailey, Aleisha M. Smith, Jordan Kardos, Sara E. Wobker, Harper L. Wilson, Bhavani Krishnan, Ryoichi Saito, Hyo Jin Lee, Jing Zhang, Samuel C. Eaton, Lindsay A. Williams, Ujjawal Manocha, Dorien J. Peters, Xinchao Pan, Thomas J. Carroll, Dean W. Felsher, Vonn Walter, Qing Zhang, Joel S. Parker, Jen Jen Yeh, Richard A. Moffitt, Janet Y. Leung, William Y. Kim

## Abstract

Renal carcinoma is a common and aggressive malignancy whose histopathogenesis is incompletely understood and that is largely resistant to cytotoxic chemotherapy. We present two mouse models of kidney cancer that recapitulate the genomic alterations found in human papillary (pRCC) and clear cell RCC (ccRCC), the most common RCC subtypes. MYC activation results in highly penetrant pRCC tumours (*MYC*), while MYC activation, when combined with *Vhl* and *Cdkn2a* (*Ink4a/Arf*) deletion (*VIM*), produce kidney tumours that approximate human ccRCC. RNAseq of the mouse tumours demonstrate that *MYC* tumours resemble Type 2 pRCC, which are known to harbour MYC activation. Furthermore, *VIM* tumours more closely simulate human ccRCC. Based on their high penetrance, short latency, and histologic fidelity, these models of papillary and clear cell RCC should be significant contributions to the field of kidney cancer research.

## Abstract (web summary)

Renal cell carcinoma (RCC) is a common and aggressive malignancy. Here, the authors generate two mouse models of the most common RCC subtypes: the human papillary RCC through *MYC* activation and clear cell RCC through *MYC* activation combined with *Vhl* and *Cdkn2a* deletion.

Renal cell carcinoma (RCC) is among the most common malignancies, with an estimated 65,000 new cases and 14,000 deaths annually in the United States^1^. RCC can be subclassified into distinct histologic subtypes including clear cell RCC (ccRCC), papillary RCC Types 1 and 2, and chromophobe RCC^2^. Inherited RCC can be caused by germline mutations in multiple genes that are linked to specific histologic subtypes. In particular, *VHL*, *MET*, *FH* and *FLCN* genes are linked to development of the clear cell, papillary Type 1, papillary Type 2 and chromophobe RCC subtypes, respectively^2^,^3^,^4^. Not surprisingly, these genes are often found to be mutated in sporadic cases of RCC as well^2^,^3^,^4^,^5^,^6^.

The genetics of ccRCC have been studied in depth^4^. The von Hippel-Lindau tumour suppressor protein (pVHL) is broadly inactivated (∼80%) in sporadic ccRCC by either mutation or promoter hypermethylation^3^,^7^ and its tumour suppressor activity is dependent on its downregulation of the alpha subunits of the hypoxia-inducible factor (HIFα) family of transcription factors and in particular HIF2α (refs 8, 9, 10, 11). In addition to mutations of *VHL*, whole exome sequencing studies have defined a number of other significantly mutated genes in ccRCC such as *PBRM1*, *SETD2* and *BAP1*, many of which are related to histone modification or nucleosome remodelling^4^,^5^,^12^,^13^. ccRCC has a relatively low mutation burden relative to other solid tumours^14^ but does have characteristic large deletions and gains of chromosomes 3p, 14q and 5q, respectively, as well as more focal gains and losses of 8q24 (harbouring *MYC*) and 9p21 (harbouring *CDKN2A*), respectively^5^,^12^,^15^.

Focal amplification of 8q24 has been demonstrated in ∼15–23% of ccRCC in three independent studies and in all studies the amplicon appears to harbour *MYC*^5^,^12^,^15^. Gain of 8q, as assessed by classic cytogenetics, is associated with a high risk of lymph node and distant metastases and is an independent prognostic factor^16^,^17^. Despite this genetic evidence implicating MYC in ccRCC pathogenesis, the role of MYC in ccRCC is complex. Studies demonstrate that HIF2α can potentiate MYC transcriptional activity and that MYC gene signatures are able to define a subtype of ccRCC, while HIF1α has the potential to oppose MYC transcriptional activity^18^,^19^,^20^.

Herein we describe the development of mouse models of papillary and clear cell RCC, by modelling the genetic events found in human kidney cancer. We uncover that MYC activation is sufficient to generate papillary RCC in mice. Moreover, MYC activation, along with *Ink4a/Arf* (*Cdkn2a*) inactivation cooperates with *Vhl* loss to form clear cell RCC that is occasionally metastatic. These GEM models represent the first tractable models of papillary and clear cell RCC that have a predictable latency with high penetrance. These models of papillary and clear cell RCC should therefore be significant contributions to the field of kidney cancer research.

## Results

### Kidney specific MYC activation results in papillary RCC

Prior work has examined the role of MYC in the development of kidney cancer by overexpressing MYC under control of the gamma-glutamyl transferase promoter^21^. While the mice developed renal tumours, they appeared to be histologically and immunophenotypically most consistent with collecting duct carcinomas. We generated compound mutant mice engineered to express a doxycycline-inducible Myc transgene (*Tet-O-MYC*) targeted to the renal tubule cells under control of the Ksp promoter^22^,^23^ (*Ksp-rtTA; Tet-O-MYC* mice; hereafter called ‘*MYC*' mice) and control animals expressing only *Tet-O-MYC*. Mice were fed chow containing doxycycline starting at ∼8 weeks of age to induce *MYC* expression and were followed for survival. *MYC* mice had a significantly shortened survival relative to controls (Fig. 1a, *P*=0.0162) and upon necropsy were found to harbour renal tumours but no evidence of macroscopic metastatic disease (Fig. 1b).

Histologic examination showed that the majority of the tumours found in the kidneys of *MYC* mice had either a papillary or a more solid and infiltrative appearance. Smaller tumours (<3 mm) were predominantly papillary (Fig. 1b ‘papillary'), while larger tumours (>3 mm) were either papillary or consisted of more solid appearing tumours characterized by tightly packed papillary structures lacking distinct fibrovascular cores (Fig. 1b ‘solid'). These larger, solid tumours were characterized by hyperchromatic cells with a high nuclear to cytoplasmic ratio. In addition, the cells contained nuclei with large nucleoli, significant pleomorphism and were high grade (Supplementary Fig. 1A). Notably, intra-tumoral foamy macrophages and psammoma bodies (features that are commonly seen in human papillary renal cell carcinoma) were lacking in the *MYC* tumours.

### Papillary RCC with MYC activation has a worse prognosis

Prior work has shown that a subset of pRCC, primarily Type 2 pRCC, is enriched for gene signatures of MYC activation and that tumours with MYC activation have a worse overall survival^24^. We confirmed and extended these findings using multiple gene expression datasets, which revealed that pRCC tumours were enriched for MYC activation gene signatures when compared to normal kidney (Fig. 1c and Supplementary Fig. 1B)^25^. Finally, to determine the impact of MYC activation on prognosis, we classified TCGA KIRP tumours as MYC activated (*n*=23, defined as tumours with a Z score of the PID_MYC_ACTIV_PATHWAY greater than 1.0 s.d. above the mean) or not MYC-activated (*n*=153). Consistent with previous work, patients with MYC activated pRCC tumours had a significantly worse overall survival (Fig. 1d, *P*=1.46e–9)^24^.

### Cell lines from *MYC* mice are dependent upon MYC expression

To better characterize the phenotype of the kidney tumours from *MYC* mice we generated two cell lines from separate *MYC* tumours (*MYC*-2927 and *MYC*-2983). After verifying the Dox responsiveness of the *Tet-O-Myc* transgene in these *MYC* cells (Fig. 1e), we examined the effect of MYC expression on cell proliferation *in vitro*. *MYC* cells grown in the presence of Dox (activated *MYC*) had increased proliferation at 4 days (Fig. 1f), as well as a visible increase in cell number (Fig. 1g). In addition, while *MYC* cells without Dox were unable to form colonies in soft agar, *MYC* cells grown in Dox formed colonies robustly in an anchorage independent manner (Fig. 1h). Finally, we assessed the ability of *MYC-*2983 cells to form tumours *in vivo* and their *in vivo* growth dependence on MYC expression. To this end, 5 × 10^6^ *MYC-*2983 cells were injected subcutaneously and monitored for growth in mice fed Dox chow. Once tumours reached ∼300 mm^3^, mice were either continued on or withdrawn from Dox (Fig. 1i). As expected, tumours of mice that remained on Dox continued to have rapid growth, while tumours in mice withdrawn from Dox remained dormant. Therefore, *MYC-*induced papillary RCCs are dependent upon *MYC* expression for *in vitro* and *in vivo* growth.

### *Vhl* loss with *MYC* activation promotes clear cell changes

Focal amplification of 8q24 is found in 15% of ccRCC in the TCGA KIRC data set^5^. To ensure that MYC was located in the minimal common region (MCR) of amplification, we used GISTIC 2.0 analysis to identify a broad statistically significant (*q* value<0.25) region of amplification on chr8. This MCR contains MYC. A plot of mean gene-level DNA copy number measurement by genomic position (Supplementary Data 1 and Supplementary Fig. 2A) shows that mean MYC copy number is larger than the 70% of the mean gene-level DNA copy values. Therefore, while these data suggest that *MYC* is an important target of amplification in this region there are still ∼100 genes with mean copy number values that are higher. Similarly, focal loss of 9p21 was found in 32% of ccRCC in the TCGA KIRC data set^5^. GISTIC 2.0 analysis demonstrated the presence of only three genes in the minimal common region of copy number loss, *CDKN2A*, *CDKN2B* and *C9orf53* (Supplementary Fig. 2B). These results suggest that both *MYC* and *CDKN2A* may be involved in the development or progression of ccRCC.

To model the interplay of genomic events observed in human RCC, we next examined the phenotypes of kidney specific *Vhl* inactivation in combination with *MYC* overexpression or combined *MYC* overexpression and *Ink/Arf* deletion. Specifically, *MYC* mice were crossed to conditional *Vhl* knock-out mice (*Vhl*^*F/F*^)^26^, *Cdkn2a* (*Ink4a/Arf*^*−/−*^) germline knock-out mice^27^, as well as mice expressing tamoxifen-inducible Cre recombinase under control of the Ksp cadherin promoter (*KspCre*^*ERT2*^) to generate cohorts of *KspCre*^*ERT2*^*; Vhl*^*F/F*^ control mice (conditional inactivation of *Vhl*, hereafter called *V*), *KspCre*^*ERT2*^*; Vhl*^*F/F*^*; Ksp-rtTA; Tet-O-Myc* (conditional inactivation of *Vhl* and Dox-inducible *MYC* overexpression, hereafter called *VM*), and *KspCre*^*ERT2*^*; Vhl*^*F/F*^*; Ink/Arf*^−/−^*; Ksp-rtTA; Tet-O-Myc* (conditional inactivation of *Vhl*, germline *Ink/Arf*^−/−^, and Dox inducible *MYC* overexpression, hereafter called *VIM*) (see Supplementary Table 1).

Cohorts of *V*, *VM*, and *VIM* mice were followed for survival (Fig. 2a). *VM* mice had a significantly worse survival than *V* mice (*P*=0.007) and *VIM* mice had a significantly worse survival than both *V* and *VM* mice (both *P*<0.001, Fig. 2a). Histologic examination showed that the kidneys of *V* mice were essentially normal (Fig. 2b). In contrast, kidneys from *VM* and *VIM* mice had a high incidence of tumour formation (67% and 100% respectively, Table 1). Kidney tumours of *VM* mice had either a tubulo-papillary or solid appearance with intervening vessels. The tumour cells were hyperchromatic compared to the normal renal tubular epithelium. Occasional clear cell features were identified (Fig. 2b; Supplementary Fig. 3). Small tumours were generally well demarcated, while larger tumours showed a multilobulated growth pattern with frequent necrosis, haemorrhage and dystrophic calcifications (Supplementary Fig. 4A).

While tumours similar to those seen in the *VM* mice were observed in *VIM* mice, the kidneys of *VIM* mice also harboured tumours with a solid or tightly packed tubulo-papillary appearance. The cells were small to intermediate in size with increased nuclear to cytoplasmic ratio with nuclei that were round to oval with prominent single nucleoli (Supplementary Fig. 3). Clear cell changes within the larger tumours were also present with areas within some tumours showing what appeared to be histology strikingly similar to human ccRCC (Fig. 2b). These areas were typified by nests of tumour cells with an increased amount of clear to granular cytoplasm, separated by thin vascular channels. Therefore, while *Vhl* loss combined with *MYC* activation is sufficient to induce modest clear cell changes, *Vhl* loss combined with *MYC* activation and *Ink/Arf* deletion induces bona fide clear cell RCC (Table 1).

### ccRCC with *VM* and *VIM* alterations have worse prognosis

We next examined whether human ccRCC tumours with similar genomic characteristics (*VHL* inactivation; *VHL* inactivation and *MYC* activation; and *VHL* inactivation, *CDKN2A* loss and *MYC* activation) have similar outcomes as those seen in our mouse models. Of TCGA KIRC tumours (*n*=525), 87, 13 and 31% had *VHL* inactivation, *MYC* activation and *CDKN2A* deletion, respectively (Fig. 2c). We further classified these patients as *V* (*n*=286, 54%), *VM* (*n*=26, 5%) and *VIM* (*n*=32, 6.1%) and noted that *VM* and *VIM* patients had a significantly decreased survival relative to *V* patients (*P*=0.005 and *P*=5.086 × 10^−9^, respectively (Fig. 2d), but that *VM* and *VIM* patients had a similar overall survival. In keeping with the notion that *VIM* tumours are more clinically aggressive, we also noted significant enrichment of higher stage and presence of metastases in patients with *VIM* tumours relative to patients with *V* tumours (Fig. 2e,f). When limiting our analysis to stage IV tumours, we did not see significant survival differences by genotype (*V*, *VM* and *VIM*) (Supplementary Fig. 5). Because of the very limited patient numbers (*V*=28, *VM*=7 and *VIM*=11), we examined whether *VIM* genotype was prognostic when controlled for both TNM stage and Furhman grade. Cox proportional hazards (Cox PH) modelling using the *V* genotype as the reference demonstrated that the *VIM* genotype was still prognostic (Cox PH=1.79, *P*=0.034). Therefore, *VIM* tumours appear to have worse clinical characteristics and outcome in human ccRCC patients even when controlling for stage and grade.

Finally, we attempted to assess whether VHL loss, CDKN2A loss and MYC activation are dysregulated at tumour initiation or tumour progression, by analysing their relative frequency by TNM stage in the TCGA KIRC data set (Fig. 2g). We found that the rate of *VHL* inactivation was relatively similar across all stages, while the rate of *CDKN2A* loss and MYC activation appeared to increase with TNM stage. This data are consistent with the known role of VHL as a gatekeeper tumour suppressor gene and suggests that *CDKN2A* loss and MYC activation are events involved in the progression of a subset of ccRCC tumours.

### *VM* and *VIM* cell lines are dependent upon MYC expression

We generated cell lines from *VM* and *VIM* tumours to assess their dependency on MYC expression. We first confirmed the Dox inducibility of the MYC transgene in these *VM* (2849 and 3055) and *VIM* (3039 and 3131) cells (Fig. 3a), as well as the fact that they had undergone Cre mediated recombination of the *Vhl* locus (Supplementary Fig. 4B). Furthermore, we set out to confirm that *VM-3055* and *VIM-3039* cell lines are epithelial in nature. 

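The mouse RNAseq table covers 38 libraries in 10 conditions and 21705 genes, of which 3235 are at 0 in every library. VM-3055 and VIM-3039 cells each have 4 libraries from cells cultured with 2 µg per ml Dox and 4 from cells without Dox, collected 24 h after plating. The sample labels give the genotype and the replicate number of these cells, and the line numbers are taken from the paper. The authors aligned the reads to the mm9 genome, assigned them to genes with RSEM and scaled each library to an upper quartile of 1000. Dividing the values by the worth of 1 read gave 14.4 to 17.3 M estimated reads per VM-3055 library with Dox and 15.1 to 36.6 M without. The VIM-3039 libraries hold 15.9 to 19.9 M estimated reads with Dox and 12.4 to 17.2 M without. A level of 3 reads, which is 1.16 to 3.34 units in these libraries, was used as the floor below which a gene is treated as barely detected. Groups were compared with limma on log2(value + 1), and a gene passed with an adjusted p under 0.05 and a change of more than 1 on the log2 scale. Lists of 12 epithelial and 12 fibroblast genes were drawn up before the values were seen. Genes from them are given per line as the mean of 4 libraries, in part with the SD.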

We performed RNAseq and co-clustered mouse 3T3 fibroblasts with *VM-3055* and *VIM-3039* cell lines using the top 10% of the most differentially expressed genes (Supplementary Fig. 4C). 3T3 fibroblasts show a distinctly different expression pattern from both *VM*-3055 and *VIM*-3039 cell lines showing that our *VM* and *VIM* cell lines are not fibroblastic in nature. 

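In cells cultured with Dox, the kidney cadherin Cdh16 (chromosome 8, 107125813 to 107148296) had 3483 ± 20.5 units in VM-3055 and 3696 ± 7.63 in VIM-3039 cells. The renal transcription factor Pax8 (chromosome 2, 24276071 to 24331119), which overlaps Gm13415 on the other strand and AL732528.1 on its own, had 1945 ± 61.4 and 1878 ± 43.4 units. The keratin gene Krt19 had 195 ± 7.08 and 1317 ± 20.4 units, whereas some other genes on the epithelial list were low. Cldn7 averaged 0.219 and 1.23 units, under the floor in 7 of those 8 libraries. In VM-3055 cells with Dox, Krt8 averaged 10.2 and Krt18 7.25 units, with single libraries down to 6.14 and 2.55, close to the floor, and in VIM-3039 cells they averaged 49.1 and 83.9. Of the fibroblast genes, Thy1 (chromosome 9, 43851467 to 43856662) is at 0 in every VM-3055 and VIM-3039 library, with and without Dox. Lum and Fap stayed at or under the floor in all of these libraries, and Dcn rose above it in 1 VIM-3039 library without Dox, at 4.46 units. Col1a1 had 1.87 ± 0.47 units in VM-3055 cells with Dox, under the floor in each library, and 6.45 ± 4.44 in VIM-3039 cells. Without Dox it had 22.4 ± 3.85 and 59.5 ± 11.9 units, above the floor in all 4 libraries of each line. With Dox, S100a4 had 1134 ± 47.9 and 843 ± 56.2 units and Twist2 514 ± 15.8 and 970 ± 28.2 units in VM-3055 and VIM-3039 cells. Col1a2 had 89.2 and 20.9 units in the same order with Dox, and 650 and 97.4 without. Pdgfrb had 33.7 and Postn 30.9 units in VIM-3039 cells with Dox, above the floor in each library. In VM-3055 cells with Dox, Pdgfrb was under the floor and Postn had 9.37 units. Pdgfra was under the floor with Dox in both lines, and Col3a1 was close to it. The 3T3 fibroblasts were not analysed here.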

After confirming that the *VM* and *VIM* cells were derived from renal epithelium, we assessed their growth in *in vitro* assays. Similar to *MYC* cells, the proliferation and anchorage independent growth of *VM* and *VIM* cells were dependent on MYC expression (Fig. 3b–d).

To understand the MYC dependent changes on the transcriptomes of *VM-*3055 and *VIM*-3039 cells, we performed RNAseq on these cells grown in tissue culture in the presence or absence of Dox. 

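The engineered genes were read first in each library as a check of the labels. Vhl (chromosome 6, 113573953 to 113581627, 7 annotated exons) had 13.1 ± 2.07 units in VM-3055 and 12.7 ± 4.01 in VIM-3039 cells with Dox, against 451 ± 12.2 in MYC-2983 cells with Dox. The mouse Myc gene (chromosome 15, 61816946 to 61821929, 12 annotated exons) had 384 ± 33.7 units in VM-3055 libraries labelled Dox and 1364 ± 46.5 in those without, a log2 change of −1.83 with an adjusted p of 2.22e-14 from limma. In VIM-3039 cells it had 381 ± 34.2 and 1479 ± 65.5 units, a log2 change of −1.96 with an adjusted p of 2.51e-18. The paper does not state whether the transgene has the mouse sequence, and reads of the transgene cannot be separated from this value in the table. All 4 libraries of each group were on the same side of the other group for Myc in both lines.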

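In VM-3055 cells, 14319 genes had a value above 0 in at least 4 libraries, and 3554 of them passed, 847 higher and 2707 lower in the libraries with Dox. In VIM-3039 cells, 13998 genes were tested and 3396 passed, 1074 higher and 2322 lower. Without the requirement on the size of the change, the adjusted p was under 0.05 for 10564 genes in VM-3055 and 10536 in VIM-3039 cells. The split into higher and lower genes moved most with the scaling. Lower genes made up 76.2% of the passing genes in VM-3055 and 68.4% in VIM-3039 cells with the authors' upper quartile. TMM rescaling gave 1310 higher and 2061 lower genes (61.1% lower) in VM-3055 and 1412 and 1897 (57.3% lower) in VIM-3039 cells. Quantile normalization, which gives all libraries one distribution, gave 1503 and 1593 (51.5% lower) in VM-3055 and 1526 and 1572 (50.7% lower) in VIM-3039 cells. The median log2 change of genes with a mean of at least 50 units was −0.18 in VM-3055 cells with the authors' scaling and 0.03 with TMM, and −0.09 and 0.05 in VIM-3039 cells. The replicate numbers in the labels, used as a replicate block, gave 3572 genes in VM-3055 and 3397 in VIM-3039 cells. After removal of the group means, libraries with the same number correlated across genes at −0.0735 in VM-3055 and 0.00892 in VIM-3039 cells, against 0.0245 and −0.003 for other numbers. The largest falls among genes with a mean of at least 50 units were Cxcr7 in VM-3055 cells, with a log2 change of −5.62, and Col4a4 in VIM-3039 cells, with −5.27. The largest rise in both lines was Sssca1, which overlaps Fam89b on the same strand and is listed at 0 in every library without Dox, with 494 ± 64.8 and 184 ± 41.3 units with Dox.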

There were a large number of genes that were differentially regulated (increased or decreased greater than two-fold; *t*-test FDR<0.05) by *MYC* activation (Dox) in both *VM-*3055 (799 up and 2491 down) and *VIM*-3039 (1017 up and 2159 down) cells (Fig. 3e). While there was overlap among genes that were upregulated by Dox in both *VM-*3055 (634 of 799) and *VIM*-3039 cells (634 of 1017) (Fig. 3e), nearly a third of Dox inducible genes in *VIM*-3039 cells (378 of 1017) were not upregulated in *VM-*3055 cells. 

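Of the 13496 genes tested in both lines, 648 were higher with Dox in both. A further 199 genes passed as higher in VM-3055 and not as higher in VIM-3039 cells. Of all 1074 genes higher in VIM-3039 cells, 426 (39.7%) did not pass as higher in VM-3055 cells. With the replicate block, 649 were shared and 423 passed as higher in VIM-3039 and not in VM-3055 cells, at the same-number correlations given for each line. Quantile normalization moved the shared number most, to 1002 genes. Of the 426 genes, 405 were tested in VM-3055 cells, 352 of these changed in the same direction there, and 270 of the 352 also had an adjusted p under 0.05. Their median log2 change was 0.74 in VM-3055 and 1.16 in VIM-3039 cells. The line by Dox interaction in limma, which tests the difference between the lines itself, had an adjusted p under 0.05 for 279 of the 426 genes, with a difference of more than 1 on the log2 scale for 102. It was also under 0.05 for 201 of the 648 shared genes, with a difference of more than 1 for 21. Only 7 genes were higher with Dox in VIM-3039 and lower in VM-3055 cells. Across genes, which are not independent replicates, the log2 changes of the lines correlated with an r of 0.83.

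**Figure D1:**
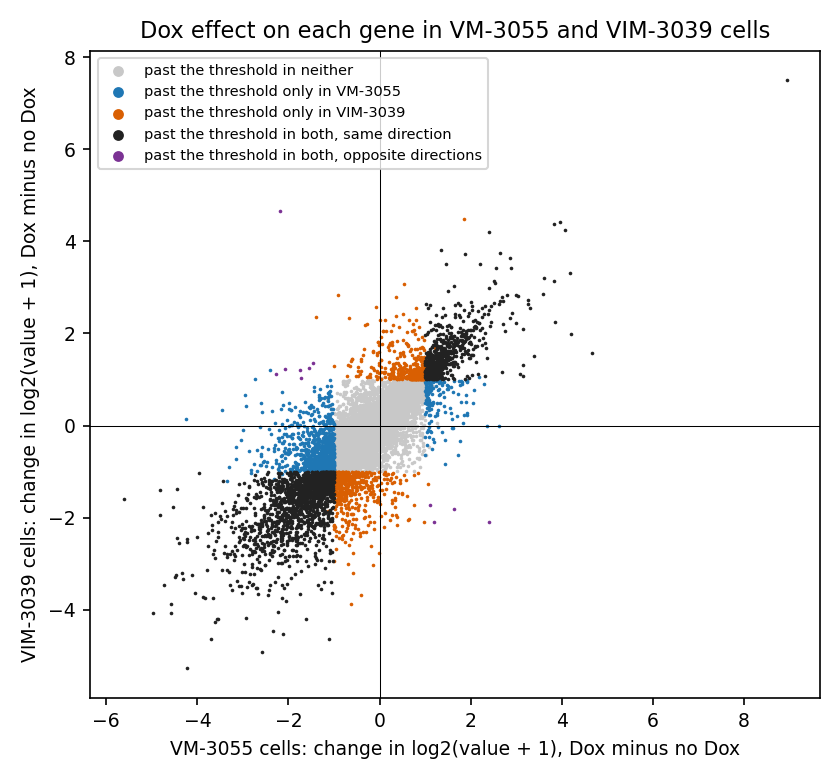
Log2 change with Dox in VM-3055 cells (horizontal axis) and in VIM-3039 cells (vertical axis) for the 13496 genes tested in both, coloured by the lines in which a gene passed. Of the 405 genes that passed as higher in VIM-3039 and not in VM-3055 cells, and were tested in VM-3055 cells, 352 lie on the same side of 0 in both.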

A similar percentage of genes repressed by *MYC* activation (Dox) in *VIM*-3039 cells were not repressed in *VM-*3055 cells either, suggesting that MYC may regulate both an overlapping and a unique spectrum of genes in *VM-*3055 and *VIM*-3039 cells.

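Among lower genes, 1639 were shared and 1068 passed as lower in VM-3055 and not as lower in VIM-3039 cells. Of the 2322 genes lower in VIM-3039 cells, 683 (29.4%) did not pass as lower in VM-3055 cells. The replicate block left 1639 shared and 686 lower in VIM-3039 and not in VM-3055 cells, with the same-number correlations between −0.0735 and 0.00892. Of the 683 genes, 542 were tested in VM-3055 cells, 488 of these changed in the same direction and 323 of the 488 had an adjusted p under 0.05. Their median log2 changes were −0.71 in VM-3055 and −1.30 in VIM-3039 cells. The interaction passed for 379 of the 683 genes and for 538 of the 1639 shared genes, and exceeded 1 on the log2 scale for 197 and 124. Over all 15180 genes in the fit of 16 libraries, the interaction passed for 5053 genes, 3454 with a higher and 1599 with a lower change in VIM-3039 cells. TMM rescaling reversed that split to 1975 and 2666, and quantile normalization gave 2604 and 2133. A difference of more than 1 on the log2 scale was found for 918 genes, 562 higher and 356 lower, and quantile normalization gave 403 and 433. With the replicate block the counts were 4437 and 869. From the shared genes and those that passed in 1 line, the paper proposes that MYC regulates both a common and a distinct spectrum of genes in the 2 lines.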

We next performed gene set analysis. 

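Genes of VM-3055 cells were ranked by the limma statistic for Dox, and each Reactome set of 10 to 500 genes was tested with a two-sided Kolmogorov-Smirnov test against the other genes. A set passed with an adjusted p under 0.05 and an area of more than 0.25 over the top 10% of ranked genes. The mouse Reactome collection distributed with fgsea holds 1457 sets, and 859 could be tested, of which 58 passed. The adjusted p alone was under 0.05 for 462 sets. Ranking by log2 fold change moved the count most, to 26 sets. The replicate block gave 61 sets, with same-numbered libraries correlating at −0.0735. The largest areas were 0.675 for G1/S specific transcription (12 genes, adjusted p 4.2e-08) and 0.642 for purine ribonucleoside monophosphate biosynthesis (11 genes). Activation of the pre-replicative complex had an area of 0.484 over 29 genes. All 16 genes on a list of ribosome biogenesis genes were higher with Dox, by a median log2 change of 1.54, against 1.75 with TMM, and 15 passed. Nolc1 (chromosome 19, 46150353 to 46160018) changed by 2.29 on the log2 scale (SE 0.0456, adjusted p 8.43e-17). The 6 Mcm genes were higher by a median of 1.09, with 1.31 for TMM and 1.13 for quantile normalization, and 3 passed.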

Gene sets that were enriched in *VM-*3055 cells cultured in Dox relative to those cultured without Dox included a number of gene signatures characteristic of MYC activation including those related to cell cycle progression and ribosome biogenesis (Supplementary Data 2). A parallel analysis in *VIM*-3039 cells also demonstrated high enrichment in proliferation and ribosome biogenesis gene signatures (Supplementary Data 3), but also included gene signatures related to DNA methylation, as well as RNA binding. Indeed, the top gene signatures significantly enriched in *VM-*3055 and *VIM*-3039 cells (an area under the curve (AUC) greater than 0.25) were relatively non-overlapping (Fig. 3f). 

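In VIM-3039 cells, 843 sets were tested and 78 passed, and the adjusted p alone was under 0.05 for 481. The replicate block gave 85 sets, with a same-number correlation of 0.00892. G1/S specific transcription had an area of 0.727 with an adjusted p of 7.49e-09, and unwinding of DNA had 0.566. Of the 23 Reactome sets that the paper lists for each line, 20 were matched by name for VM-3055 and 18 for VIM-3039 cells, and 19 and 18 passed. The ribosome biogenesis genes were all higher, by a median log2 change of 1.76, with 1.91 for TMM and 1.80 for quantile normalization, and 15 of the 16 passed. Mcm5 (chromosome 8, 77633427 to 77652338) changed by 1.52 (SE 0.0345, adjusted p 1.19e-19). The Reactome set for DNA methylation had an area of 0.067 with an adjusted p of 0.156. On a separate list of 7 DNA methylation genes, 5 were higher and 2 lower with Dox in VIM-3039 cells, with a median of 1.08, and the same split held with TMM and quantile normalization. In VM-3055 cells 6 were higher and 1 lower under each scaling, with a median of 0.74. The list joins the Dnmt genes and Uhrf1 with the Tet genes, which act to remove methylation. Its counts and medians therefore do not give the direction of a methylation signature. Tet1 was also close to the floor without Dox, at 5.74 units in VIM-3039 and 2.74 in VM-3055 cells. Dnmt1 (chromosome 9, 20711650 to 20757317) had 3657 ± 148 units with and 1726 ± 55 without Dox in VIM-3039 cells, a log2 change of 1.08 against 0.74 in VM-3055 cells, with an interaction of 0.34 and an adjusted p of 5.44e-05. The interaction was 0.41 for Uhrf1 (adjusted p 1.11e-05). It had the other sign for Dnmt3a, at −0.58 with an adjusted p of 9.81e-06, from log2 changes with Dox of 0.25 in VM-3055 and −0.33 in VIM-3039 cells. For Dnmt3b, Tet1, Tet2 and Tet3 it was −0.03, −0.54, 0.10 and −0.03 with adjusted p of 0.932, 0.33, 0.54 and 0.835. No Reactome set could be matched to RNA binding by name, and transport of mature mRNA from an intronless transcript had an area of 0.336 with an adjusted p of 0.00035.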

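Of the sets that passed in either line, 52 passed in both, 6 in VM-3055 cells alone and 26 in VIM-3039 cells alone. All 6 of the first group had an adjusted p under 0.05 in VIM-3039 cells, with areas of 0.201 to 0.248. Of the 26, 25 had an adjusted p under 0.05 in VM-3055 cells, with areas of 0.133 to 0.247. The other, pyrimidine metabolism, had an area of 0.315 there with an adjusted p of 0.0559. With the replicate block 53 sets passed in both lines, 8 in VM-3055 and 32 in VIM-3039 cells alone, at same-number correlations of −0.0735 and 0.00892. Ranking by log2 fold change gave 20 in both, 6 in VM-3055 and 11 in VIM-3039 cells alone. Across sets, the areas of the lines correlated with an r of 0.969. No test of the difference between the lines was made for a set.

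**Figure D2:**
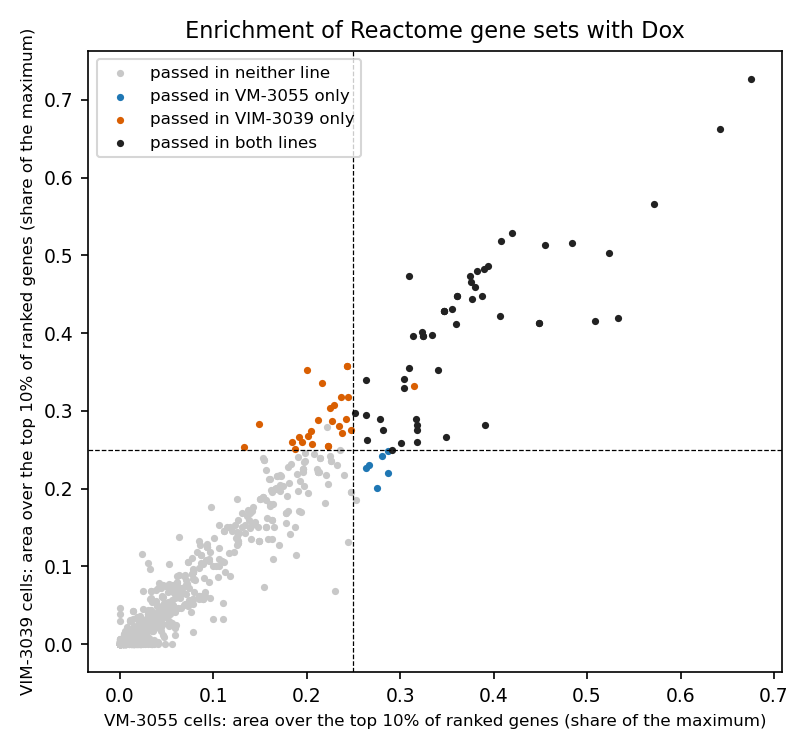
Area over the top 10% of ranked genes for each Reactome set in VM-3055 cells (horizontal axis) and in VIM-3039 cells (vertical axis), with dashed lines at the threshold of 0.25. The 26 sets that passed in VIM-3039 cells alone have areas of 0.133 to 0.315 in VM-3055 cells, and 52 sets passed in both.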

While these findings are in keeping with the notion that MYC activation induces many unique gene expression changes specific to *VM-*3055 and *VIM*-3039 cells given the analysis is on a single-cell line, they will need to be validated in future studies.

### GEM tumours correlate with human RCC

Given that *MYC* tumours resemble human papillary tumours histologically, while *VM* and *VIM* tumours resemble ccRCC, we wanted to determine if the similarities would also be apparent at the gene expression level. 

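The table holds 3 libraries each of MYC, VM and VIM tumours and 5 of normal kidney, made and scaled in the same way as those of the cell lines. Of the 3 MYC tumour libraries, 2 are from mouse 2983, so the MYC tumours represent 2 animals. The MYC tumour libraries hold 9.44 to 15.4 M estimated reads, the VIM tumours 8.22 to 11.5 M, the VM tumours 11.3 to 13.6 M and the kidneys 11.8 to 15.5 M. The 10 highest genes take 8.05% to 13.6% of each kidney library and 5.06% to 8.31% of each tumour library. Vhl averaged 686 ± 69.0 units in normal kidney, 499 ± 52.3 in MYC, 253 ± 51.7 in VIM and 53.6 ± 22.8 in VM tumours. Cdkn2a (chromosome 4, 88920377 to 88940557) ranged from 3392 to 4347 units in VM tumours, from 30.1 to 95.5 in VIM tumours and from 59.3 to 2872 in MYC tumours, and was at most 3.80 in normal kidney. The TCGA data were not analysed here.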

Pearson correlations on whole transcriptome centroids between *MYC* (*n*=4), *VM* (*n*=4) and *VIM* (*n*=4) mouse tumours and the TCGA KIRC and KIRP data revealed that *VM* and *VIM* tumours correlated most highly with TCGA KIRC tumours, while *MYC* tumours correlated more highly with TCGA KIRP tumours (Fig. 4a). Further verifying the importance of MYC activity in pRCC Type 2, a cross species analysis of mouse *MYC* tumours with the TCGA KIRP data set demonstrated co-clustering of *MYC* tumours with human papillary Type 2 tumours (Fig. 4b). Moreover, transcriptome wide Pearson correlations revealed that *MYC* tumours more closely resemble TCGA KIRP tumours verified to be Type 2 pRCC (Fig. 4c). Collectively, these analyses support the clinical relevance of the *MYC*, *VM* and *VIM* mouse models with human papillary and clear cell renal cancers.

### *Ink4a/Arf* loss in *VM* mice promotes metastases

During necropsies of *VIM* mice, we noted that a number of mice had what appeared to be macroscopic metastases to the liver at a low frequency (Fig. 5a,b, and Table 1). Histologically, the liver metastases were either tubulo-solid or clear cell with cytologic features consistent with the primary renal tumour. Metastases were identified in the subcapsular area and within the parenchyma. Notably, vascular spaces were involved by tumour in some of the liver specimens (Fig. 5a). We did not see any macroscopic metastases to other organs such as the lung.

Given the metastatic phenotype seen in the *VIM* mice but not in the *VM* mice, we examined a panel of genes that characterize epithelial to mesenchymal transition (EMT) (*Cdh1* (E-cadherin), *Cdh2* (N-cadherin), *Vim* (vimentin)), as well as a panel of transcription factors well known to regulate EMT (*Snai1, Snai2, Zeb1, Zeb2, Twist1*) in the RNAseq data from our cell lines. *VIM-3039* cells demonstrated gene expression changes that were consistent with a state of EMT with decreased expression of E-cadherin (*Cdh1*) and increased expression of N-cadherin (*Cdh2*) and Vimentin (*Vim*) as well as upregulated expression of *Snai1, Snai2, Twist1, Zeb1* and *Zeb2* (Fig. 5c). In addition, we noted that a number of the most differentially expressed genes (Supplementary Data 4) are implicated in invasion and metastasis through remodelling of the extracellular matrix such as the lysyl oxidase family members *Lox, Loxl1, Loxl2* and hyaluronan synthase 2 (*Has2*) (Fig. 5d)^28^. 

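VIM-3039 and VM-3055 cells were compared with Dox present, 4 libraries against 4, and 2691 of 14060 genes passed, 1363 higher and 1328 lower in VIM-3039 cells. A pseudocount of 10 moved this count most, to 1653. The replicate block gave 2696 genes, and same-numbered libraries correlated at 0.0249. Cdh1 (chromosome 8, 109127251 to 109194146, 20 annotated exons) had 493 ± 24.8 units in VM-3055 and 85.5 ± 9.10 in VIM-3039 cells, a log2 change of −2.52 (SE 0.0834, adjusted p 1.72e-13). Cdh2 (chromosome 18, 16747386 to 16967755), which overlaps Gm15485 on the other strand, had 1058 ± 44.4 and 4944 ± 154 units, a change of 2.22 (SE 0.0357, adjusted p 2.31e-17). Vim (chromosome 2, 13495554 to 13504453) had 9713 ± 573 and 33870 ± 891 units, a change of 1.80 (SE 0.04, adjusted p 1.28e-15). Snai2 and Twist1 were under the floor in all VM-3055 libraries and had 31.6 ± 3.21 and 68.5 ± 5.80 units in VIM-3039 cells, at least 12-fold and 26-fold higher. The log2 changes of Snai1, Zeb1 and Zeb2 were 0.88, 0.98 and 0.59, with adjusted p of 7.69e-06, 4.77e-09 and 2.38e-08, and stayed under the threshold of 1. Zeb1 overlaps AC127028.1 and Zeb2 overlaps AL929120.1 on the same strand. Leaving out 1 library at a time, Snai1 ranged from 0.78 to 1.03 and Zeb1 from 0.93 to 1.04. Each of the 8 genes had groups that did not overlap, with an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 allows.

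**Figure D3:**
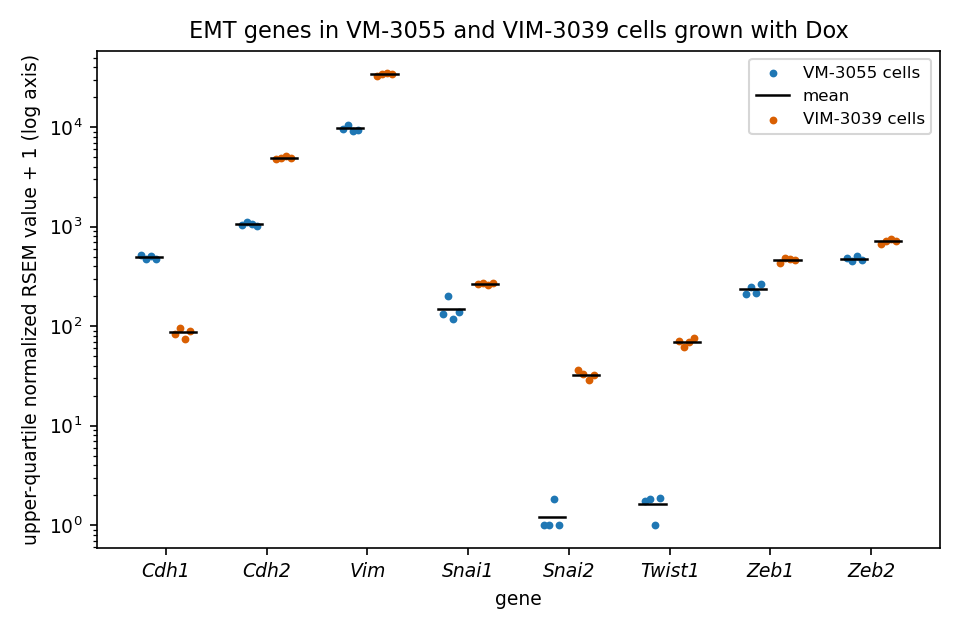
Value + 1 of Cdh1, Cdh2, Vim, Snai1, Snai2, Twist1, Zeb1 and Zeb2 on a log axis in each library of VM-3055 and VIM-3039 cells with Dox, with the mean of each group as a line. Cdh1 is lower and the other 7 genes are higher in all 4 VIM-3039 libraries.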

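In the same libraries with Dox, Lox (chromosome 18, 52675723 to 52689521, 10 annotated exons) was under the floor in all VM-3055 libraries and had 2071 ± 109 units in VIM-3039 cells, at least 787-fold higher (adjusted p 7.28e-17 from limma). Has2 (chromosome 15, 56497182 to 56526094), which overlaps Has2as on the other strand, was also under the floor in VM-3055 cells and had 512 ± 54.6 units, at least 194-fold higher (adjusted p 1.54e-14). Loxl1 (chromosome 9, 58135530 to 58161019) had 75.8 ± 10.3 and 2552 ± 45.8 units, a log2 change of 5.06 (SE 0.0738, adjusted p 8.72e-18). Loxl2 (chromosome 14, 70008978 to 70095640), which overlaps Gm16867 on the other strand, had 1234 ± 37.4 and 3560 ± 320 units, a change of 1.52 (SE 0.0506, adjusted p 1.8e-13). Of the 12 EMT and matrix genes together, 9 passed, whether the adjustment was made over all genes tested or over the 12 alone. The count was also 9 with the replicate block, at a same-number correlation of 0.0249, and 9 in cells without Dox. Among genes with a mean of at least 50 units, the largest rises in VIM-3039 cells were Grb10, Col5a2 and Asz1, and the largest falls were Epb4.1l3, Pkd1l2 and Cdcp1.

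**Figure D4:**
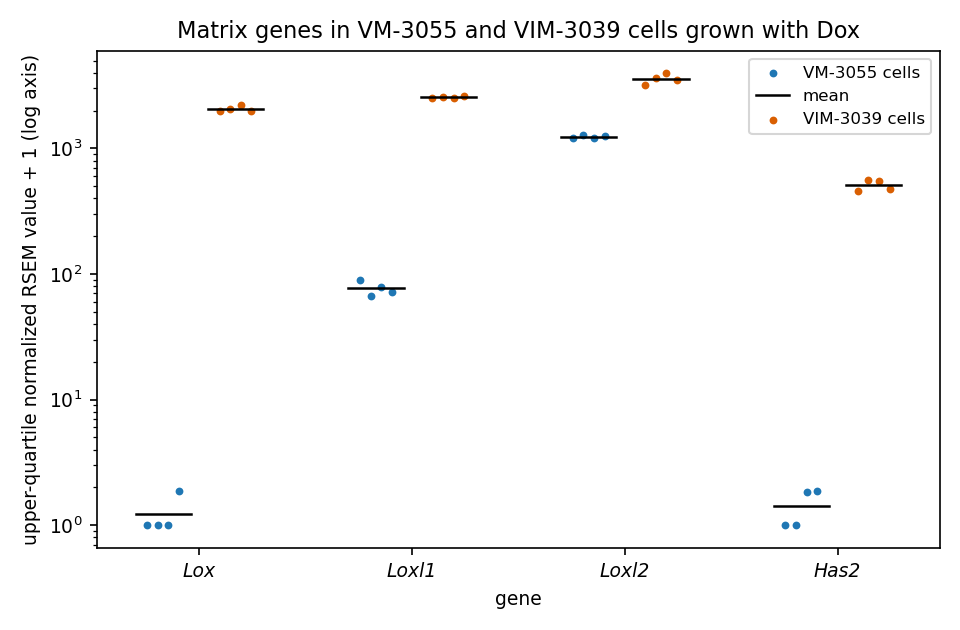
Value + 1 of Lox, Loxl1, Loxl2 and Has2 on a log axis in each library of VM-3055 and VIM-3039 cells with Dox, with the mean of each group as a line. All 4 genes are higher in every VIM-3039 library than in any VM-3055 library.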

Given these differences in gene expression, we examined the invasiveness of our *VM*-3055 and *VIM*-3039 cell lines *in vitro* in matrigel invasion assays. As predicted, *VIM-*3039 cells had significantly increased matrigel invasion (Fig. 5e). Therefore, *Ink4a/Arf* inactivation appears to facilitate EMT, invasion and metastases and the metastatic phenotype seen *in vivo* is recapitulated *in vitro*.

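Cdkn2a, the locus of Ink4a/Arf, had 3804 ± 360 units in VM-3055 and 30.0 ± 4.09 in VIM-3039 cells with Dox, a log2 change of −6.95 with an adjusted p of 1.82e-18 from limma. Without Dox it had 5162 ± 476 and 34.1 ± 5.36 units. Its neighbour Cdkn2b (chromosome 4, 88952198 to 88956941) had 235 ± 20.3 units in VM-3055 and 514 ± 21.9 in VIM-3039 cells with Dox. Each genotype is represented by 1 cell line in these libraries, so a difference of genotype and one between individual tumours are not separated by them. From the EMT and matrix genes, the matrigel invasion assays and the liver metastases of VIM mice, the paper proposes that inactivation of Ink4a/Arf facilitates EMT, invasion and metastasis. The invasion assays and the metastases were not analysed here.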

### VHL restoration has no effect on *VIM* cells

Previous work in human ccRCC cell lines has shown that VHL does not affect *in vitro* proliferation or anchorage independent growth^33^. To assess whether this was true in our *VIM* cell lines, we established isogenic *VIM* cells expressing eGFP or HA-VHL (Fig. 6a). As predicted, there were no VHL dependent differences in *in vitro* growth (Fig. 6b) or ability to form colonies in soft agar (Fig. 6c). These results are in keeping with those seen in human ccRCC cell lines. At this time we have not been able to reliably generate allograft tumours from our *VM* or *VIM* cell lines and therefore cannot interrogate whether VHL plays a tumour suppressor role *in vivo,* as previously shown with human RCC cell lines^33^. Therefore, whether our GEM models are overdriven remains a possibility.

## Discussion

The development of GEM models of cancer has had significant impact on functional genomics as well as preclinical development of novel therapies^34^. Indeed, robust GEMMs of non-small cell lung cancer^36^ and pancreatic ductal adenocarcinoma^37^ have led to an explosion of research into the biology underlying these diseases and facilitated the study of diverse fields such as biomarker discovery and investigations into the cell of origin of various cancers. Our own studies highlight the role of MYC in renal tumorigenesis and demonstrate that MYC activation is sufficient to generate papillary RCC and that when combined with *Vhl* and *Ink4a/Arf* inactivation results in bona fide clear cell renal cell carcinoma.

Development of robust GEM models of kidney cancer has been a long-sought after and elusive goal despite substantial efforts in this area. Multiple groups have now demonstrated that *Vhl* inactivation either in the germline or by conditional inactivation in the kidney results in only a mild increase in rate of renal cyst formation^26^,^38^,^39^,^40^,^41^. While the addition of secondary genetic events such as *Pten* or *Kif3a* loss appear to accelerate the cystic phenotype induced by *Vhl* inactivation, they do not result in frank neoplasia^42^,^43^. Combined inactivation of *Vhl* with *Trp53* does appear to induce renal tumours, which have clear cell changes but not bona fide clear cell RCC histology^44^. A recent report demonstrated that combined inactivation of *Vhl* with *Bap1* results in renal tumours with clear cell histology^45^. However, while inactivation of other tumour suppressor genes such as *Flcn*, *Tsc1* or *Fh* results in renal carcinomas^46^,^47^,^48^,^49^,^50^, they are rarely of the clear cell histologic subtype and they exhibit long latency, impacting their utility for routine investigation. Therefore, there remains a need for RCC models that are highly penetrant, relatively rapid and that display robust papillary or clear cell histology.

Schroff and colleagues recently reported the phenotype of kidney specific overexpression of c-MYC in mice^21^. They found robust development of renal tumours that were dependent on upregulated glutaminolysis. Histological and immunohistochemical analysis demonstrated that these tumours were most consistent with collecting duct carcinomas. Collecting duct carcinomas are thought to arise from the collecting ducts, which are embryologically derived from the metanephros and distinct from the nephron. In support of this, the immunophenotype, as well as response to therapy are closely associated with urothelial carcinomas (bladder cancer)^51^ and as such, they are treated with bladder cancer specific chemotherapy regimens such as MVAC (methotrexate, vinblastine, adriamycin, and cisplatin). Our studies also examined the phenotype of kidney specific overexpression of c-MYC. However, in contrast to Schroff and colleagues our *MYC* mice developed renal tumours with histology highly reminiscent of human papillary RCC. We hypothesize that these distinctions may be due to the relative differences in expression patterns of the promoters used to overexpress MYC (Schroff *et al*. use γ-glutamyl transpeptidase while our studies use Ksp-cadherin), as well as any potential differences in the timing of MYC activation.

Our mouse models of pRCC and ccRCC faithfully recapitulate the genomics of human RCC although the incidence of ccRCC tumours that have coincident *VHL* and *CDKN2A* inactivation, along with MYC activation is only ∼6%. The genomics of papillary and clear cell RCC implicate MYC as a potential oncogenic driver event^5^,^12^,^15^ and our studies firmly place MYC as playing an active role in their pathogenesis. *VHL* inactivation results in the stabilization of the alpha subunits of the hypoxia-inducible factor alpha (HIF) family of transcription factors of which HIF2α is thought to be a key oncogenic driver of ccRCC tumorigenesis, while emerging evidence suggests that HIF1α may be a tumour suppressor gene^3^,^8^,^10^,^11^,^52^,^53^. Past work examining the potential interaction between HIFα subunits and MYC suggest that while HIF1α disrupts MYC transcriptional activity, particularly of those genes involved in cell cycle progression, HIF2α actually facilitates MYC/MAX interactions^18^,^19^,^54^. It will be interesting to determine whether these HIF and MYC interactions occur *in vivo* in our *VM* and *VIM* mouse models and whether these oncogenic dependencies can be used as therapeutic vulnerabilities.

The *Ink4a/Arf* locus is best known as a cell autonomous barrier to cellular transformation through its negative regulation of cell cycle progression and its ability to promote cellular senescence^55^. Our studies demonstrate that *Ink4a/Arf* inactivation promotes liver metastases in an autochthonous ccRCC GEM model and that *Ink4a/Arf* loss is associated with gene expression patterns of EMT. Several past studies support that *Ink4a/Arf* may regulate EMT and metastasis. For example, in the mid 1990s, Allan Balmain and colleagues noted that p16 loss was a critical event in the regulation of an invasive spindle cell phenotype of mouse skin carcinomas, which today would likely be termed EMT^56^. In addition, a recent genome wide CRISPR screen in a cell line xenograft model identified *CDKN2A* as strongly associated with increased metastases^57^. At this time we hypothesize that *Ink4a/Arf* loss does not directly regulate EMT or metastases but that its loss is permissive for the emergence of clones that allow metastatic behaviour. Nonetheless, our studies bolster the notion that *Ink4a/Arf* loss is a metastatic driver event and demonstrate this association in autochthonous ccRCC GEM models.

In summary, we present GEM models of papillary and clear cell RCC that are faithful to the genomic events and recapitulate the histology seen in their respective human correlates. These pRCC and ccRCC GEM models should be a valuable contribution to the field of kidney cancer research and given their immune competent state should be invaluable in the development of immune based therapy.

## Methods

### GEM Models

Conditional Vhl knock-out mice (*Vhl*^*F/F*^)^26^, germline *Cdkn2a* (*Ink4a/Arf*) knockout mice (*Ink4a/Arf*^*−/−*^) (ref. 27), *KspCad-Cre*^*ERT2*^ (ref. 58), *KspCad-rtTA*^58^ and *Tet-O-Myc* mice^22^ have all been previously described. *Tet-O-Myc* was a generous gift from Dr Dean Felsher. Protocols for all animal experiments described were approved by the UNC-CH Institutional Animal Care and Use Committee.

### Reagents for *in vivo* studies

Conditional activation of cre recombinase was induced by oral administration of tamoxifen (Sigma T5648). Per ml of *in vivo* oral delivery, tamoxifen was formulated as: 100 mg of tamoxifen dissolved in 100 μl 100% EtOH, followed by the addition of 1 ml of sunflower oil to achieve 100 mg ml^−1^. The solution was sonicated in a water bath sonicator located at 4 °C for 10-s pulses. The solution was then placed in a water bath at 50 °C for 1 min until clear. Sonication and water bath steps were repeated until no particulates were noticeable. Animals were given 50 μl (5 mg per day) for three consecutive days by oral gavage. Tamoxifen oral solution was aliquoted and stored at −20 °C and brought to administrable solution by 50 °C water bath for no longer than 5 min. The Tet-ON conditional system was activated with doxycycline chow (Research Diets, Inc. C11300–2000 with 2,000 p.p.m. doxycycline) 7 days post oral tamoxifen administration.

### Primary tumour cell line generation and culture conditions

Primary renal GEMM tumours were excised and washed in a solution of Pen-Strep, PBS solution (1:1). In sterile conditions, primary tumours were cut into 2 × 2 mm fragments and dissociated in a gentleMACS C-Tube (Miltenyi Biotec) using the gentleMACs Dissociator (program: m_imp Tumor_02) in 5 ml of 1XDMEM, 10% FBS, 1% PenStrep. 100 μl of collagenase D/dispase II (Roche: 40 mg ml^−1^) was added to the tumour fragments and continuously inverted for 30 min at 37 °C. Fragments were then subjected to a second round of dissociation using the gentleMACS Dissociator (program: m_imp Tumor_03). A total of 5 ml of protein extraction buffer (PEB: buffer 0.5% FBS, 2 mM EDTA in PBS) was added to the dissociated fragments and resuspended by pipetting. The cell suspension was transferred to a 50 ml conical tube through a 40 μm nylon mesh sterile cell strainer (Fisher). An additional 20 ml of PEB buffer was added to the cell suspension and then centrifuged at 300*g* for 5 min. Supernatant was removed and cell pellet was resuspended in 6 ml of ‘conditioned media'^59^ containing 2 μg ml^−1^ doxycycline (Sigma) and placed in a 6 cm sterile cell culture plate.On reaching confluency, cells were split and cultured in 1XDMEM, 10% FBS, 1%PS containing 2 μg ml^−1^ doxycycline. *In vitro* doxycyline was dissolved in DMSO.

### Xenograft

Primary renal GEMM tumour cell lines were implanted subcutaneously into SCID mice flanks at 5 × 10^6^ cells in 200 μl of PBS containing 2 μg ml^−1^ doxycycline. To maintain expression of c-MYC, SCID mice harbouring xenografts were placed on doxycycline chow and withdrawn from doxycycline at the indicated times.

### Immunoblotting conditions

Cells were lysed in RIPA buffer complemented with Set I and Set II phosphatase inhibitors at 1 × (Calbiochem), and protease inhibitors at 1 × (Roche). Whole cell lysate concentration was determined with Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad). Proteins were resolved on SDS–PAGE gels and electrotransferred to nitrocellulose membranes, 0.2 μm (Bio-Rad). For detection of c-MYC protein, proteins were electrotransferred onto PVDF membranes (Millipore). Primary antibodies, c-Myc (1:1,000; SC-42), VHL (1:500; SC-5575), Ku80 (1:1,000; Cell Signaling #2,180), Vinculin-HRP (1:1,000; Cell Signaling #18799); SC: Santa Cruz Inc. (Supplementary Fig. 6).

### Cell viability assay

Cell viability in the context of the various culture conditions was measured by CellTiter-Glo Luminescent Cell Viability Assay (Promega) per manufacture's protocol. Cells were counted and in a 96 well opaque side/clear bottom cell culture plates (Corning). Luminescence measurements were captured using a Biotek Synergy 2 plate reader. Statistical significance was measured by student *t*-test.

### Soft agar assay

Anchorage independent growth was assayed following a standard soft agar assay protocol (bottom layer, 0.6% Difco Noble Agar (BD Biosciences) and top layer 0.4% Noble agar (Difco)). 200 μl of control media or media containing 2 μg ml^−1^ doxycycline was added to hydrate top agar every 72 h. A total of 5,000 cells were plated in each well of a tissue culture treated 6 well plate (Corning). Colonies were stained with crystal violet solution for 4 h and destained with H_2_O. Pictures were taken using a digital camera (Cannon). Treatment conditions were performed in triplicate. Statistical significance was measured by *t*-test.

### Mouse RNAseq

An equal number of cells (2 × 10^5^ cells per dish) were plated with or without Dox and collected for RNA 24 h later. RNA was isolated and purified for RNAseq analysis using the RNeasy Mini Kit (Qiagen) following manufacturer's protocol and eluted in water. A total of 200–1,000 ng of total RNA was used to prepare libraries with the TruSeq Stranded mRNA Sample Prep Kit (Illumina). Around 75b paired-end reads were sequenced on a NextSeq 500 Desktop Sequencer using a high output flow cell kit (Illumina), yielding an average of over 28 M reads per sample. QC-passed reads were aligned to the mouse reference genome (mm9) using MapSplice^60^. The alignment profile was determined by Picard Tools v1.64 (http://broadinstitute.github.io/picard/). Aligned reads were sorted and indexed using SAMtools and translated to transcriptome coordinates then filtered for indels, large inserts and zero mapping quality using UBU v1.0 (https://github.com/mozack/ubu). Transcript abundance estimates for each sample were performed using RSEM, an expectation-maximization algorithm (Li and Dewey, 2011) using the UCSC knownGene transcript and gene definitions^61^. Raw RSEM read counts for all RNAseq samples were normalized to the overall upper quartile^62^.

Gene set analysis was performed between two groups of samples by first ranking all genes by *t*-statistic between groups. A K–S test was performed to determine if the genes in each gene set from MSigDB were uniformly distributed among the ranked list. K–S test *P* values were corrected via B–H procedure with an overall FDR of 5%. ROC curves were then generated for each gene set using the ranked list of *t*-statistics, and the AUC for the top 10% of ranked genes was used to rank gene sets among those passing the K–S test.

### Analysis of human renal gene expression data from TCGA

GSE11151 data set was downloaded on Jan 27, 2015 from Gene Expression Omnibus (GEO) website. RNA Expression dataset was log2-transformed/median centred across pRCC and normal tissue samples. RNA expression dataset was analysed with the Gene Set Enrichment Analysis (GSEA) desktop platform.

TCGA KIRP dataset was downloaded on Feb 1, 2015 from Broad TCGA website. RNA Expression dataset was log2-transformed/median centred. RNA expression data set was analysed with the GSEA desktop platform.

TCGA KIRC data sets were downloaded on Feb 15, 2015 from Broad TCGA website. RNA Expression dataset was log2-transformed/median centred. RNA expression dataset was analysed with the cBioPortal Oncoprint function and on R platforms.

### Analysis of human copy number data from TCGA

Gene-level segmented DNA copy values for the TCGA KIRC cohort (*n*=528) were downloaded from the Broad Institute GDAC (https://gdac.broadinstitute.org/). The GISTIC2 analysis (Mermel, 2012) identified a statistically significant (q<0.25) region of amplification in chr8 (69506698-146364022). Mean gene-level DNA copy number measurements were computed and plotted by genomic position.

### Correlation analyses

The TCGA clear cell renal cell carcinoma (KIRC) and papillary renal cell carcinoma (KIRP) RNASeq expression datasets were downloaded through the Broad Institure pipeline (Broad Institute TCGA Genome Data Analysis Center (2016): Aggregate Analysis Features. Broad Institute of MIT and Harvard). Human homologues were identified for mouse genes from the Jackson Laboratory Mouse Genome Informatics database (http://www.informatics.jax.org/homology.shtml). When combining datasets, batch effects were adjusted for using the SVA (surrogate variable analysis) R package version 3.12.0. Centroids were derived by taking the median expression of each gene across samples in a designated sample cohort. Centroid similarity metrics were derived by calculating the Pearson correlation between centroids. Heatmap clustering was done using centred average linkage clustering on all expressed genes in the data set.

### Matrigel invasion assay

RCC GEMM cell lines were plated in serum-free medium for 24 h. A total of 50,000 cells were seeded into an 8-μm matrigel chamber (BD Biosciences) and placed in wells containing medium containing 10% FBS. Cells were allowed to invade for 24 h. Cells that had invaded through the matrigel were then stained with the Siemens Staining Kit according to manufacturer's directions. Matrigel wells were then placed on a glass slide and analysed and photographed using an Olympus IX51 microscope. Representative pictures were taken of each matrigel well quadrant, and the number of cells that had invaded into the matrigel was determined by counting the number of stained nuclei using ImageJ.

### Data availability

Raw RNA sequencing data are available from NCBI GEO under accession no. GSE97654.

## Additional information

**How to cite this article:** Bailey, S. T. *et al*. *MYC* activation cooperates with *Vhl* and *Ink4a/Arf* loss to induce clear cell renal cell carcinoma. *Nat. Commun.* **8,** 15770 doi: 10.1038/ncomms15770 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures and Supplementary Table

Supplementary Data 1 Average DNA copy number of genes within the MCR of amplification on chr8.

Supplementary Data 2 Significantly enriched gene signatures within *VM*-3055 cells with or without Dox.

Supplementary Data 3 Significantly enriched gene signatures within *VIM*-3039 cells with or without Dox.

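The table of Supplementary Data 4 gives, for each gene, a t statistic, a p-value and a fold change between groups of libraries. The copy read here is incomplete and shows 1997 genes, 1015 with a fold change above 1 and 982 below 1, and all of these were found in the RNAseq table. The sheet itself is headed as VIM-3039 cells with and without Dox, whereas the paper titles Supplementary Data 4 as a comparison of VIM-3039 with VM-3055 cells. Its log2 fold changes lie within 0.01 of the changes with Dox in VIM-3039 cells for all 1997 of the genes shown, with a largest difference of 0.0019. Across genes, its changes correlated with those of VIM-3039 against VM-3055 cells with an r of −0.143 with Dox and −0.282 without. The sign was shared with VIM-3039 against VM-3055 cells with Dox for 897 genes and without Dox for 740. Cdh1, Vim and Zeb1 are among the genes shown, and whether other genes named for EMT and matrix remodelling follow in the missing part is not known. In the comparison with Dox in VIM-3039 cells made here, 1013 of the genes above 1 passed as higher and 980 of those below 1 passed as lower.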

Supplementary Data 4 Differentially expressed gene list between *VIM*-3039 and *VM*-3055 cell lines.

## Figures and Tables

**Figure 1:**
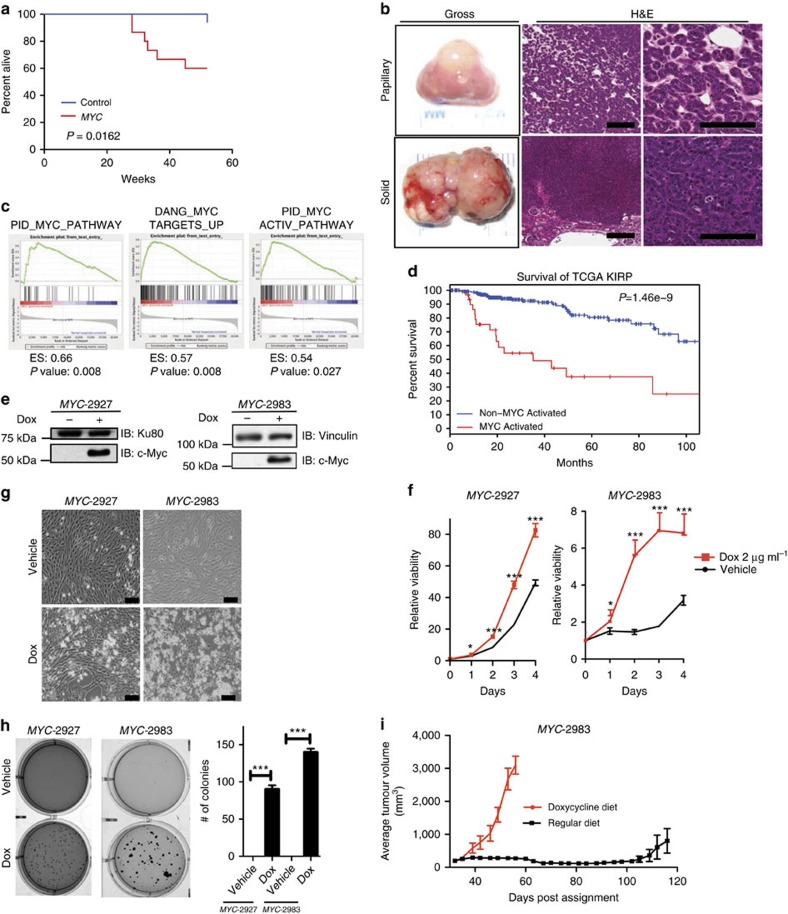
Kidney specific MYC activation results in papillary renal cell carcinoma. (**a**) Kaplan–Meier curve showing reduced survival rates in *MYC* mice (*n*=15) compared to controls (*n*=17) Log Rank *P*=0.0162. (**b**) Representative gross images and photomicrographs of H&E stained kidney sections from *MYC* mice (∼32 weeks post Dox treatment) revealed both papillary (top panels) and solid kidney tumours (bottom panels) (scale bar, 100 μm). (**c**) GSEA enrichment plots showing papillary kidney tumours are enriched for multiple gene sets representing MYC activation relative to normal kidney (GSE11151). (**d**) Kaplan–Meier curve of patients from the TCGA KIRP dataset demonstrating tumours with high MYC activity have reduced survival in patients with papillary renal cell carcinomas, Log Rank *P*=1.46e–9. (**e**) Immunoblot using whole cell lysates from *MYC* kidney tumor-derived cell lines (*MYC*-2927 and *MYC*-2983) shows expression of MYC is Dox dependent. (**f**) Cell viability assay show reduced proliferation from *MYC*-2927 and *MYC*-2983 cells upon Dox removal. Cells grown on Dox or vehicle were analysed in replicates of *n*=8 each day. (**g**) Bright field image of *MYC*-2927 and *MYC*-2983 cells on day 3 after being cultured with or without Dox. (scale bar, 100 μm). (**h**) Soft agar assays show anchorage independent growth of *MYC*-2927 and *MYC*-2983 cells is significantly reduced upon removal of Dox. Images are representative of each condition performed in triplicate. (**i**) Results from xenograft studies showing tumours formed from *MYC*-2983 cells remain dormant upon removal of Dox *in vivo* (*n*=5 per group). (**f**,**g**) *P<0.05, ***P<0.0001. (**f**,**h**,**i**) Data are presented as mean ±s.e.m. (**f**,**h**) *P* values obtained from student *t*-test.

**Figure 2:**
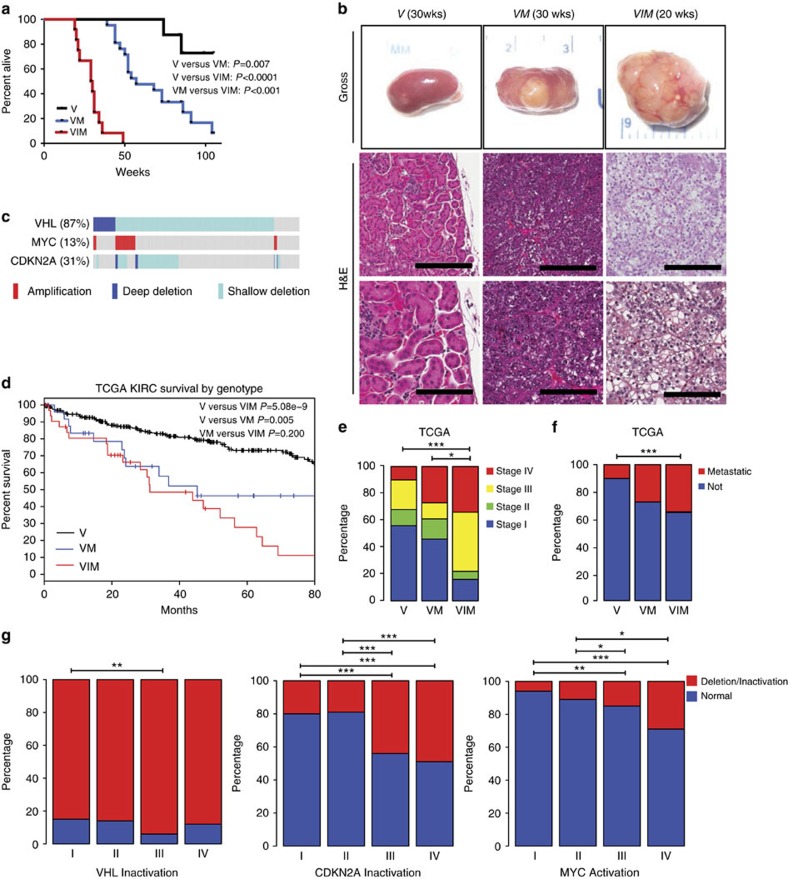
MYC activation combined with *Vhl* and *Ink4a/Arf* loss results in histopathological changes in the kidney resembling human clear cell renal carcinomas. (**a**) Kaplan-Meier survival curve comparing survival rates between *V* (*n*=8), *VM* (*n*=21) and *VIM* (*n*=12) mice. Log rank V versus VM *P*=0.007, V versus VIM *P*<0.0001, VM versus VIM *P*<0.001. (**b**) Representative gross and H&E images of kidney sections from *V* (33 weeks), *VM* (30 weeks) and *VIM* (19 weeks) mice at the indicated times post Dox treatment. (scale bars, 200 and 100 μm). (**c**) cBioPortal OncoPrint plot showing the distribution of *MYC*, *VHL* and *CDKN2A* copy number alterations in the TCGA KIRC data set. (**d**) Kaplan–Meier survival curve comparing human kidney renal clear cell carcinomas with *V*, *VM* and *VIM* alterations. Log rank V versus VIM *P*=5.08e-9, V versus VM *P*=0.005, VM versus VIM *P*=0.200. (**e**) Bar graph showing the correlation of *V*, *VM* and *VIM* tumours from the TCGA KIRC dataset with stage and (**f**) metastasis. (**g**) Bar graphs showing percentage of TCGA KIRC tumours with alterations in VHL, CDKN2A, and MYC by TNM Stage. (**e**–**g**) *P<0.05; **P<0.01, ***P<0.001. *P* values obtained from Chi-square test.

**Figure 3:**
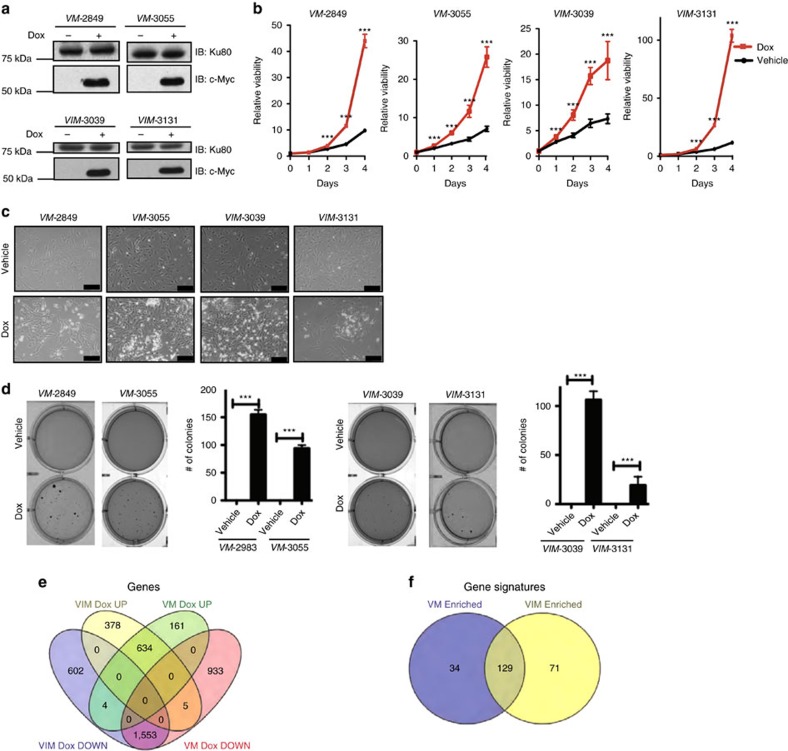
*VM* and *VIM* tumours are dependent on MYC expression. (**a**) Immunoblot of whole cell lysates from *VM* (*VM*-2849 and *VM*-3055) and *VIM* (*VIM*-3039 and *VIM*-3131) tumour-derived cell lines shows expression of MYC is Dox dependent. (**b**) Proliferation of *VM* and *VIM* cells is significantly reduced with removal of Dox. Cells grown on Dox or vehicle were analysed in replicates of *n*=8 each day. (**c**) Bright field image of *VM* and *VIM* cells three days after Dox removal show a decrease in cell number (scale bar, 100 μM). (**d**) Soft agar assays show anchorage independent growth of *VM* and *VIM* cells is reduced upon Dox removal. Images are representative of each condition performed in triplicate. (**e**) Venn diagram showing overlapping and distinct sets of genes altered upon Dox removal in *VM*-3055 and *VIM*-3039 cells. (**f**) Venn diagram showing Dox dependent gene expression in *VM*-3055 and *VIM*-3039 activates distinct gene sets. (**b**,**d**) ***P<0.0001. *P* values obtained from student *t*-test. Data are presented as mean ±s.e.m.

**Figure 4:**
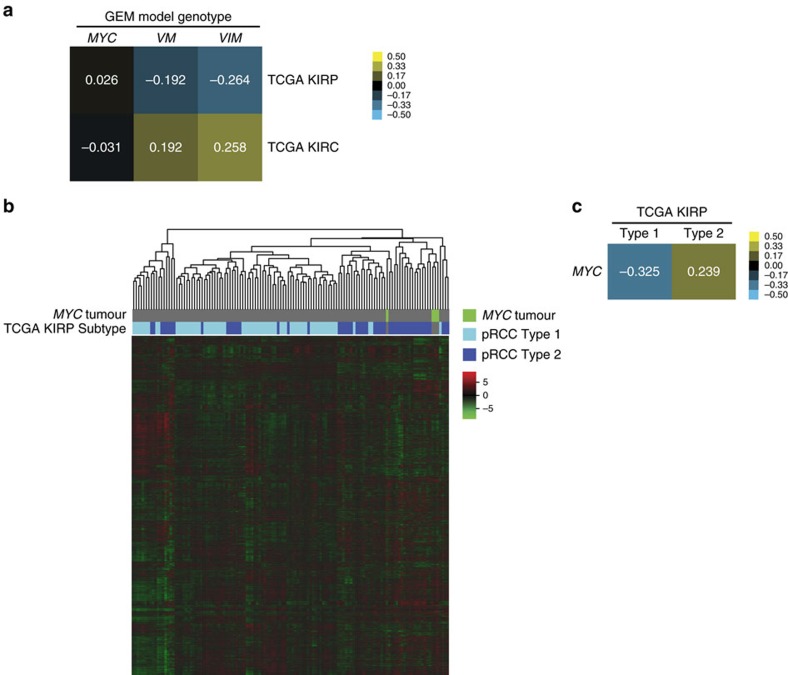
Renal carcinoma mouse models reflect the transcriptomic landscape of human renal carcinoma. (**a**) Pearson correlation of whole-transcriptome centroids of M/VM/VIM mouse models and papillary renal cell carcinoma (KIRP)/clear cell renal cell carcinoma (KIRC) TCGA tumor samples. (**b**) Heatmap clustering of M mouse model samples with TCGA KIRP samples identified by subtype. (**c**) Pearson correlation of whole-transcriptome centroids of the M mouse model with KIRP TCGA Type 1/Type 2 samples.

**Figure 5:**
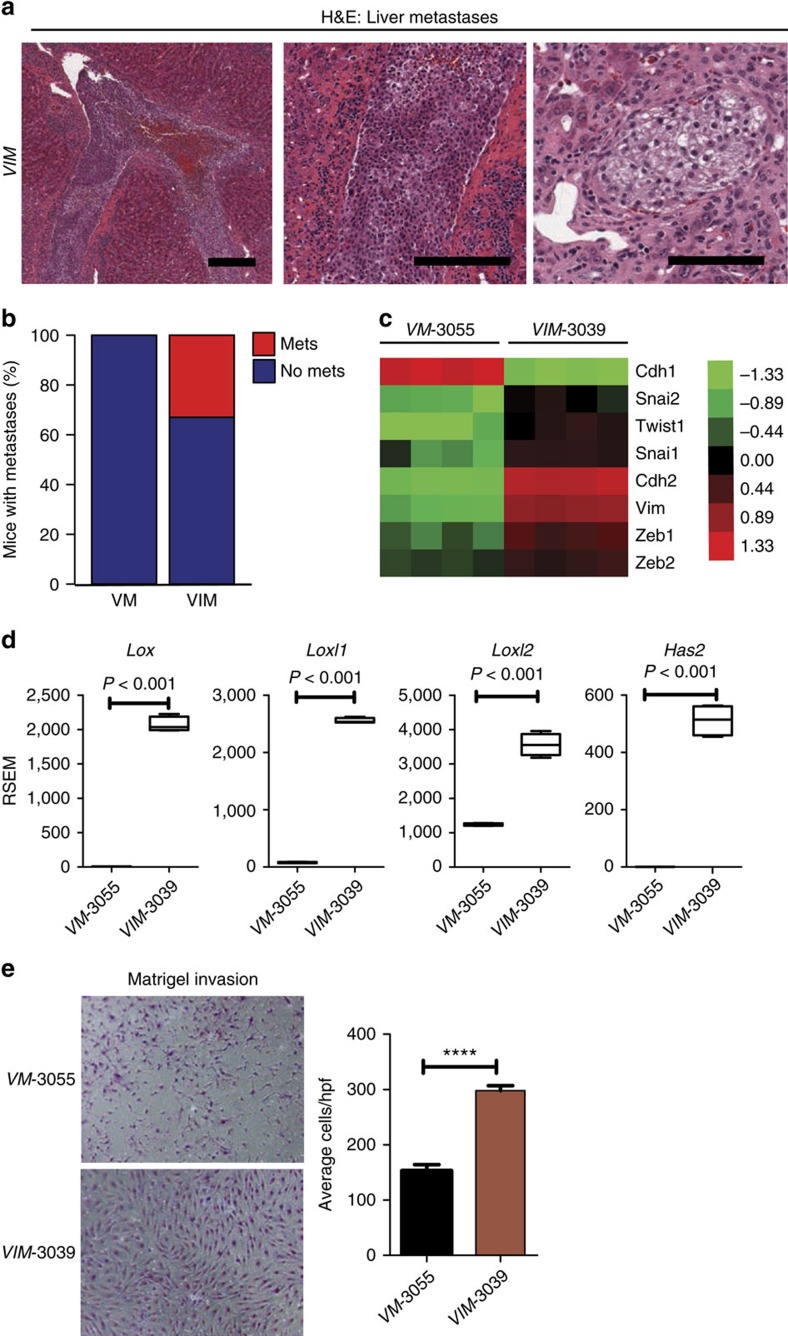
Combinatorial loss of *Vhl* and *Ink4a/Arf* with MYC activation promotes metastasis and activation of EMT genes. (**a**) A representative H&E stained liver sections from a *VIM* mouse shows metastasis to the liver parenchyma as well as intravascular mets. Higher power magnification reveals features resembling renal clear cell carcinomas within the metastatic lesions. (Scale bar, 100 μm). (**b**) Bar graph showing percentage of mice with metastases. (**c**) Heat map showing the expression patterns of EMT associated genes in *VM*-3055 and *VIM*-3039 cells. (**d**) Higher expression of genes involved in invasion and metastasis is observed in *VIM*-3039 cells compared to *VM*-3055 cells. (**e**) Matrigel invasion assays show increased invasion from *VIM*-3039 cells compared to *VM*-3055 cells. ****P<0.0001. (**d**,**e**) *P* values obtained from student *t*-test. Data are presented as mean ±s.e.m.

**Figure 6:**
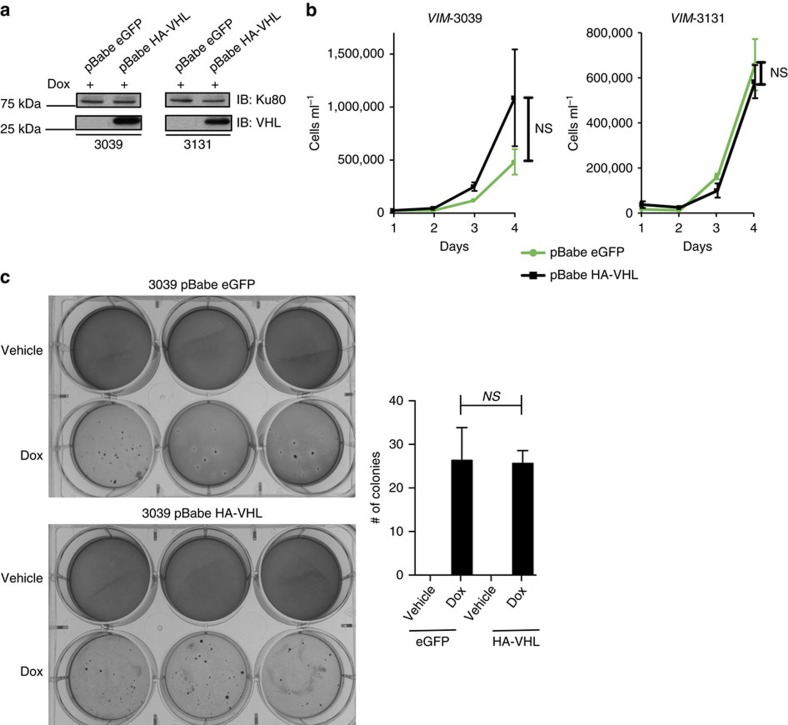
Restoration of VHL does not significantly reverse tumorigenic capacity of *VIM* cells. (**a**) Immunoblot of whole cell lysates from *VIM* cells infected with pBabe eGFP and pBabe HA-*VHL*. (**b**) Cell growth assay shows no significant reduction in cell number in *VIM* cells when *VHL* is expressed. Cells grown on Dox or vehicle were analysed in triplicate each day. (**c**) Soft agar assays show *VIM*-3039 cells form colonies in an anchorage independent manner despite the presence of *VHL*. (**b**,**c**) *P* values obtained from student *t*-test. Data are presented as mean ±s.e.m.

**Table 1:** Comparison of *VM* and *VIM* mice.

	***VM***	***VIM***
Median survival (weeks after Tam/Dox)	57	29.5
Cysts present	9/9 (100%)	6/6 (100%)
Kidney tumour present	6/9 (67%)	6/6 (100%)
Large kidney tumour (>3 mm)	2/9 (22%)	4/6 (67%)
Low grade	3/9 (33%)	1/6 (17%)
High grade	3/9 (33%)	5/6 (83%)
Necrosis present	1/9 (11%)	4/6 (67%)
Bona fide clear cell histology	0/9 (0%)	5/6 (83%)
Liver metastases	0/9 (0%)	2/6 (33%)

How the deposited data were processed for this re-analysis (not part of the article)

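RNA levels were taken from 1 table of 38 mouse libraries and 21705 genes. It covers MYC-2983, VM-3055 and VIM-3039 cells with and without Dox (4 libraries each, 24 in all), MYC, VM and VIM tumours (3 libraries each, 9 in all) and normal kidney (5 libraries). Cells were collected 24 h after plating, with 2 µg per ml Dox or without it. The labels of the VM and VIM cell libraries give the genotype alone, and the paper's line numbers were used for them.

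The deposited values are a signal made by the authors from reads aligned to mm9 with MapSplice, assigned to genes with RSEM and scaled so that the upper quartile of each library is 1000. The upper quartile of the genes above 0 was checked in each library and lay between 998.1 and 1000. The values are not counts, so tests made for counts were not run on the values themselves. The exception is a limma voom fit on reads recovered from them, which serves only as an alternative. In each library the most frequent value above 0 and under 3 units was taken as the worth of 1 read, and 94.2% to 95.9% of the values under 20 reads were then whole numbers of reads within 0.02. Totals divided by this worth give the estimated reads, with a mean of 17.1 M over all libraries and 17.5 M over those of VM-3055 and VIM-3039 cells. They count only what was assigned to genes, and both means lie under the average number of reads per sample that the paper states. The medians were 14.8 and 17.4 M for VM-3055 cells with and without Dox, 18.8 and 14.2 M for VIM-3039 cells, 25.6 and 24.8 M for MYC-2983 cells, 9.59 M for MYC, 11.8 M for VM and 9.9 M for VIM tumours, and 13.4 M for normal kidney. A level of 3 reads served as the floor. A fold against a group with all libraries at or under the floor was computed against the floor and is a lower bound. The variance between replicates, divided by that expected from the reads alone, was 1.72 to 12.7 in the cell lines, 51.8 to 198 in the tumours and 12.8 to 161 in normal kidney, so no library is a copy of another.

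Each comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1), with eBayes and a trend, over the groups compared. Genes above 0 in at least 4 of the libraries fitted were tested, or in at least 2 for tumours, where the libraries of one mouse were averaged first. A gene passed with a Benjamini-Hochberg adjusted p under 0.05 and an absolute change of more than 1 on the log2 scale, and all tests were two-sided. The line by Dox interaction was fitted over the 16 libraries of VM-3055 and VIM-3039 cells, without and with a difference of more than 1. Genes named in the paper for EMT and matrix remodelling also received an exact permutation test of 4 against 4 libraries, which cannot go below 0.0286. Named genes are those of the paper, the engineered genes, lists of marker genes, and for each comparison the 3 largest rises and falls among passing genes with a mean of at least 50 units in the higher group and groups that do not overlap.

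Gene sets were tested with a two-sided Kolmogorov-Smirnov test on genes ranked by the limma statistic, with the area over the top 10% of ranked genes. The test and the area are those of the paper, which ranked genes by a t-statistic and took its sets from MSigDB. The mouse Reactome sets of fgsea 1.28.0 were used, with 95.6% of their 7111 gene ids matched to the table, and sets of 10 to 500 genes were tested. The other collections that the paper lists were not used here. Gene positions come from the NCBIM37 annotation, which is the mm9 assembly. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

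Replicate numbers in the sample labels gave the pairing of libraries with and without Dox and of the lines. Same-numbered libraries correlated across genes at −0.0735 in VM-3055, 0.00892 in VIM-3039 and 0.0249 in the comparison of the lines, so the fits without a replicate block are the ones reported, and those with it (3572, 3397 and 2696 genes) are given beside them.

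Settings chosen before the data were examined were pseudocounts of 0.1 and 10, a mean of at least 10 units, no filter, TMM rescaling (30% and 5% trims), quantile normalization, a limma fit without moderation of the variance, the replicate block, all 6 cell groups in one fit, fold changes of mean values, cells without Dox, each library left out in turn, and for gene sets cameraPR with a correlation of 0.01 and ranking by log2 fold change. A limma voom fit on the recovered reads, and the absence of moderation together with no filter, were added after seeing the data. The procedure was tested on simulated data with 200 changed genes. All 200 were called (100%), 3 other genes were called among 14546, and with no simulated change 0 of 14519 genes were called. In the interaction 5.66% of the called genes were not changed. The 200 simulated changes are far fewer than the 3554 genes that passed in VM-3055 cells. The simulation therefore does not show how the scaling behaves where many genes change. The share called was not computed separately for changes close to the threshold, so the real counts are not tested there. The 3T3 libraries, TCGA data, the arrays of human tumours and the invasion assays were not analysed here.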

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

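The tests of the scaling, of low-count genes and of exchanged Dox labels were chosen after the result was seen. Those of gene length, of GC content and of other splits of the libraries were set beforehand.

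A single library lay far from the others of its group in 4 of 107 groups of values tested, where 1 in 20, or 5.4 groups, is expected by chance. VM-3055 replicate 2 without Dox had 36.6 M estimated reads against 15.1 to 17.6 M in the others of its group, and the same library had 5020 units of Loxl2 against 4710 to 4760. Myc had 432 units in VIM-3039 replicate 1 with Dox against 360 to 371. Loxl1 had 4550 units in VIM-3039 replicate 4 without Dox against 4090 to 4130. Without the library of 36.6 M reads, 3420 genes passed in VM-3055 cells, 873 higher and 2547 lower, against 3554 with it. The number of such libraries is no larger than chance gives, but this does not show that a given library is ordinary. The library of 36.6 M reads had 15127 genes above 0, against 14346 to 14473 in the others of its group. Its pairs with them had 5.37 to 12.68 times the variance expected from the reads alone, against 2.488 to 4.035 for the other pairs. No biological explanation was tested for these libraries.

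The effect of Dox differed between VIM-3039 and VM-3055 cells for 5053 genes by the interaction, and by more than 1 on the log2 scale for 918. With the replicate block these were 4437 and 869, at same-number correlations of −0.0735 and 0.00892. The direction of the difference depends on the scaling. The 5053 genes are 3454 higher and 1599 lower in VIM-3039 cells, TMM rescaling gives 1975 and 2666, and the median difference over genes with a mean of at least 50 units is 0.09 with the authors' scaling and −0.02 with TMM. For the splits, the change of each same-numbered pair was used, which gives 3360 genes for the real split. It was the only 1 of the 8 splits that part the same number of same-numbered pairs to give as many genes, and the only 1 of all 35 splits, the others giving at most 4 genes. The other 27 splits part a different number of same-numbered pairs. A comparison with 8 splits cannot give a share under 0.05 whatever the data are, so it carries no weight for or against the result. For the genes changed by Dox in VM-3055 and in VIM-3039 cells the real split was likewise the only 1 of 8 and the only 1 of 35 to give as many genes, with the same limit. Each genotype is represented by 1 line, so a difference of genotype cannot be told apart from one between individual lines.

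In MYC-2983 cells, for which the paper reports no RNAseq result, 2942 of 15104 genes passed with Dox, 678 higher and 2264 lower. No other split of the 8 libraries gave as many genes, 1 of 35 splits with the real one included. No paired analysis was possible because these libraries share no replicate numbers. The largest rises after Sssca1 were Lpl, with a log2 change of 6.63, and AI118078, and the largest falls were Uba7, Cxcr7 and Scara5.

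Lower genes outnumber higher genes with Dox in all 3 lines, 76.2% in VM-3055, 68.4% in VIM-3039 and 77% in MYC-2983 cells. Under quantile normalization the shares are 51.5%, 50.7% and 58%. This method pushes every comparison towards balance, so these values alone cannot decide, and under TMM rescaling lower genes remain in excess at 61.1%, 57.3% and 69.3%. Over classes of short, middle and long genes and the lines, the lowest share of lower genes is 65.9%, and over 3 classes by GC content 61.4%, with length and GC known for 96.1% to 96.7% of the passing genes. The share rises with length in VM-3055 (71.2%, 76.4% and 80.9%) and VIM-3039 cells (65.9%, 68.8% and 71.2%). In MYC-2983 cells it is highest in the middle class by length (75%, 78.2% and 77.6%). With GC content the share rises in VM-3055 (74.3%, 76.4% and 77.2%) and VIM-3039 cells (61.4%, 69.5% and 73.5%). It falls with GC content in MYC-2983 cells (79.4%, 79.2% and 73.5%), so the trend with GC content is not the same in all lines. Lower genes are in excess in each class, but a bias by length or GC content need not leave any class balanced, so a contribution of either cannot be excluded. Among genes with a mean of at least 1000 units the lowest share is 54.1%, in VIM-3039 cells, with 54.9% in VM-3055 and 77.8% in MYC-2983 cells. Lower genes thus stay in excess among high values, although the excess shrinks in VM-3055 and VIM-3039 cells. The excess keeps its direction under each scaling tried and its size depends on the scaling. In VM-3055 and VIM-3039 cells it nearly vanishes with quantile normalization, so how much of it comes from the authors' scaling cannot be told there. In MYC-2983 cells a smaller excess remains with both other scalings.

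The mouse Myc gene is lower in the libraries labelled Dox in all 3 lines, in MYC-2983 cells by a log2 change of −1.44 with an adjusted p of 3.17e-17 from limma. If the labels were exchanged, the ribosome biogenesis genes would be lower with Dox. Their median log2 changes are 1.54 in VM-3055, 1.76 in VIM-3039 and 1.04 in MYC-2983 cells, all 16 genes being higher in each line under each scaling tried, which speaks against exchanged labels. A candidate explanation is a lower output of the mouse gene while the transgene is active. Whether reads of the transgene enter this value was not tested.

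For tumours against normal kidney, for which the paper reports no gene counts, 6117 genes passed in MYC (3205 higher, 2912 lower), 6574 in VM (2853 and 3721) and 6567 in VIM tumours (3135 and 3432). In VM tumours quantile normalization gives 3500 and 3258. The median log2 change of genes with a mean of at least 50 units is 0.24 in MYC tumours, 0.14 with TMM rescaling, and 0.11 in VM tumours, 0.22 with quantile normalization. No other split of the 8 libraries gave as many genes for VM or VIM tumours, 1 of 56 splits each with the real one included. The MYC tumours come from 2 mice, so no splits were counted for them. No paired analysis was possible because the groups share no replicate numbers. The largest rises were Tdrd1, Krt20 and Sox1 in MYC, Cdkn2a, Epha8 and Slc16a3 in VM, and Gpnmb, Krt20 and Barx2 in VIM tumours, and the falls include Kap, Klk1, Umod and Slco1a1. A change in the mix of cells between tumour and kidney was not tested for these counts, so a change within tumour cells cannot be told apart from it.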

How the results depend on the processing

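In all, 2170 values were recomputed under the alternatives, and 2103 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. A further 22 counts moved more than that, 19 single-gene changes reversed, 22 no longer passed and 4 passed where they had not. Leaving out a library accounts for 920 of these values, of which 900 were unchanged in this sense, 5 weaker, 4 stronger and 11 reversed. The cause was not tested for any of the changes below.

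TMM rescaling gave 1310 genes higher with Dox in VM-3055 cells and an interaction of 1975 higher and 2666 lower genes, against 847, 3454 and 1599. Quantile normalization gave 1503 higher and 1593 lower genes in VM-3055 and 1073 and 1482 in MYC-2983 cells, against 847, 2707, 678 and 2264, with 1002 shared higher and 968 shared lower genes, against 648 and 1639. A pseudocount of 10 gave 1784 lower genes in VM-3055 cells, 1936 genes with 1473 lower in MYC-2983 cells, 1653 genes (874 higher, 779 lower) between the lines, 458 genes with an interaction of more than 1, and 1087 shared lower genes. A mean of at least 10 units gave 866 genes lower in VIM-3039 than in VM-3055 cells, against 1328, and 541 genes with an interaction of more than 1, against 918. Ranking by log2 fold change gave 26 gene sets in VM-3055, 31 in VIM-3039 and 20 in both lines, against 58, 78 and 52.

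The log2 change of Snai1, Dox in VM-3055 cells, reversed from −0.02 to 0.20 with TMM, 0.37 with quantile normalization, 0.0018 with the fold of means and 0.10 with limma voom on recovered reads (chosen after seeing the data), and ranged from −0.17 to 0.086 among fits that each left out one library. The log2 change of Twist1, Dox in VM-3055 cells, reversed from 0.08 to −0.032 with the fold of means and ranged from −0.11 to 0.38 among such fits. The log2 change of Twist1, Dox in VIM-3039 cells, reversed from −0.00099 to 0.14 with TMM, 0.48 with quantile normalization and 0.10 with limma voom, and ranged from −0.085 to 0.067 among such fits. Main adjusted p were 0.931, 0.887 and 0.995. Twist1 is under the floor in VM-3055 cells, where no change of it could be measured.

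Across fits that each left out one library, the counts ranged from 3420 to 3576 in VM-3055, 3257 to 3386 in VIM-3039 and 2915 to 2992 in MYC-2983 cells, 2520 to 2556 between the lines, 4579 to 4930 for the interaction and 830 to 884 for one of more than 1. Shared genes ranged from 619 to 667 higher and from 1573 to 1639 lower, and the EMT and matrix genes that passed from 9 to 11 of 12, with each gene's direction unchanged in each of these fits. Gene sets ranged from 57 to 63 in VM-3055 and from 71 to 81 in VIM-3039 cells, and tumour genes from 6163 to 6723 in VM and from 6037 to 6774 in VIM tumours. MYC tumours, with 2 mice, were not refitted in this way. The replicate block was not run for MYC-2983 cells or tumours. No paired analysis was possible because their groups share no replicate numbers. Where it was run, it gave 3572, 3397 and 2696 genes, at same-number correlations of −0.0735, 0.00892 and 0.0249.

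The floor of 3 reads limits Lox, Has2, Snai2 and Twist1, which are under it in VM-3055 cells with Dox, to lower bounds of the fold.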

Differences from the paper's values

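Supplementary Data 4 is titled as a comparison of VIM-3039 with VM-3055 cells. Read in that way, the paper's log2 fold change is 1.01 for Cdh1 against −2.52 here, −1.21 for Vim against 1.80, and −1.03 for Zeb1 against 0.98. None of the alternatives set before the data were examined closed these gaps, and cells without Dox gave −3.13, 1.42 and 0.62. A fit of limma voom on recovered reads, chosen after seeing the values, did not close them either. Read as VIM-3039 cells with against without Dox, the values here are 1.01, −1.21 and −1.03.

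Of the Reactome sets matched by name to the paper's lists, the area is higher here for 17 of 20 in VM-3055 and for 18 of 18 in VIM-3039 cells. It is more than 1.5 times apart for 7 of these. In VIM-3039 cells the paper's area is 0.433 against 0.727 here for G1/S specific transcription, 0.332 against 0.519 for processive synthesis on the lagging strand, 0.314 against 0.486 for lagging strand synthesis, and 0.264 against 0.503 for E2F mediated regulation of DNA replication. In VM-3055 cells it is 0.306 against 0.509 for mRNA decay by 3' to 5' exoribonuclease, 0.268 against 0.449 for metabolism of non-coding RNA, and 0.327 against 0.19 for the G2/M DNA damage checkpoint. The alternatives were recomputed for the number of sets and not for these areas, so none is known to close the gaps.

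The numbers of genes changed with Dox are within 1.5 times of the paper's in the reported fits. The alternatives for which they are not are TMM rescaling (1310 higher in VM-3055 cells and 965 shared higher against the paper's 799 and 634) and quantile normalization (1503 higher and 1593 lower in VM-3055, 1526 higher in VIM-3039 cells and 1002 shared higher against the paper's 799, 2491, 1017 and 634). The absence of moderation together with no filter, chosen after seeing the values, gave 819 and 2580 in VM-3055, 1035 and 2211 in VIM-3039 cells and 633 shared higher genes.

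The paper describes the top gene sets of the lines, taken from MSigDB, as mostly distinct. Of the Reactome sets used here, 52 of the 58 sets of VM-3055 cells also passed in VIM-3039 cells. The paper's own Reactome lists also share sets between the lines, such as G1/S specific transcription and unwinding of DNA. An overlap of Reactome sets alone therefore cannot be set against the paper's statement. The paper names DNA methylation among the signatures of VIM-3039 cells, and the Reactome set of that name had an area of 0.067 here. That set is not among the 23 Reactome sets that the paper lists for VIM-3039 cells. The paper's other collections were not used here, so this area cannot be set against the paper's signature. The G2/M DNA damage checkpoint, listed by the paper for VM-3055 cells, was under the threshold of 0.25 here. Snai1, Zeb1 and Zeb2, described as raised in VIM-3039 cells, were higher by log2 changes of 0.88, 0.98 and 0.59, under the threshold of 1. Snai1 reached 1.03 and Zeb1 1.01 to 1.04 in some fits that left out a library. The paper gives 4 tumours per genotype for the correlation with TCGA data, and 3 libraries per genotype were used here.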

Other observations

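The tests of the EMT genes in MYC-2983 cells and in tumours, of HIF targets, of stromal cells in the tumours of mouse 2983, of the amount of Vhl expected from nephron cells and of a mixed kidney library were chosen after the result was seen. The other tests of Vhl in tumours, of sex and normal kidney content in mouse 2983, and of Sssca1 were set beforehand.

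MYC-2983 cells express Cdkn2a at 3171 ± 103 units with Dox, close to VM-3055 and far above VIM-3039 cells. If loss of Ink4a/Arf alone set the EMT and matrix genes, MYC-2983 cells would lie near VM-3055 cells. On the log2 scale they lie nearer to VIM-3039 cells for 9 of the 12 genes, Cdh2, Vim, Snai2, Twist1, Zeb1, Zeb2, Lox, Loxl1 and Has2, with 5770 units of Cdh2 and 1490 of Lox in cells with Dox. In plain units Zeb2, Loxl1 and Has2 lie nearer to VM-3055 cells and the count is 6. For Cdh2, Vim, Snai2, Twist1, Zeb1 and Lox, nearer to VIM-3039 cells on both scales, this goes against Ink4a/Arf loss as the only cause, although MYC-2983 cells also differ in Vhl. Cdh1, Snai1 and Loxl2 lie nearer to VM-3055 cells on both scales, which is what Ink4a/Arf loss alone would give. For Zeb2, Loxl1 and Has2 the outcome depends on the scale. The discussion of the paper proposes that Ink4a/Arf loss permits metastatic clones to arise and does not act on EMT directly. The comparison with MYC-2983 cells does not test that proposal. In tumours, 6 of the 12 genes differ between VIM and VM in the direction of the lines and 6 in the other. Only 8 of the genes are above the floor in at least 4 of the 6 tumours, 4 of these in the direction of the lines, so a difference that tumours of these genotypes share cannot be told from these values. Loxl1 is the 1 gene of 12 whose tumour groups do not overlap, where 10% would by chance, and 3 against 3 cannot give an exact p under 0.1. Cdh1 had 255 to 3850 units in VIM and 274 to 878 in VM tumours. Between the lines, 1 of the 8 splits that part the same number of same-numbered pairs, the real one, gave as many genes as the 2691 found, and so did 1 of all 35 splits, the others giving at most 1 gene. The difference between VIM-3039 and VM-3055 cells cannot be told apart from one between individual lines.

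Dox lowers several of the genes that are higher in VIM-3039 cells. Of the 12 genes, 7 passed with Dox in VM-3055 and 7 in VIM-3039 cells, also 7 and 7 with the replicate block, at same-number correlations of −0.0735 and 0.00892, and 5 and 5 with quantile normalization. The log2 change of Vim was −1.59, −1.21 and −1.15 in VM-3055, VIM-3039 and MYC-2983 cells, that of Loxl2 −1.96, −1.99 and −1.95, and that of Cdh1 0.39, 1.01 and 0.25. These directions held under each scaling tried.

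If loss of Vhl raised HIF targets in these cultures, most of the 12 listed genes would be higher in VM-3055 and VIM-3039 than in MYC-2983 cells. The counts are 9 and 8, out of 11 that can be compared because Epo was at 0 in each line. The lower value of 8 of the HIF targets lies between limits that were set for 12 genes, so this test cannot decide. Egln3 had 4380, 2220 and 201 units in VM-3055, VIM-3039 and MYC-2983 cells, and Car9 had 281, 7.72 and 11.2. Bnip3 had 2950, 2900 and 344, Pdk1 5330, 4260 and 1340, and Vegfa 2590, 2260 and 662.

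Vhl is higher in VIM than in VM tumours, 253 ± 51.7 against 53.6 ± 22.8 units. The median log2 difference, VIM minus VM tumours, is 2.39 for the 8 nephron genes, over the limit of 1, and 0.956 for the 8 stroma and immune genes, just under it. The genes go both ways, with lower means in VIM tumours for Slc34a1 and Lrp2 on the first list and for Pecam1 and Cdh5 on the second. The amount is too small for normal nephron cells to account for the higher Vhl. The nephron genes differ by a median of 1.13% of their normal kidney level, and with 686 units of Vhl in normal kidney this would bring 7.77 units, or 3.91% of the difference of 199. VIM library 13, with the most Vhl at 312 units, has these genes at a median of 0.0983% of the kidney level, the lowest of the VIM tumours. More stromal and immune cells miss the limit set for them by a narrow margin.

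The 2 MYC tumour libraries of mouse 2983 differ in Cdkn2a (2870 against 59.3 units) and Epcam (926 against 14.1). The number of Y-linked genes above the floor differs by 0 between them, which cannot exclude a library of another mouse of the same sex. For the 8 stroma and immune genes, the library with more Cdkn2a differs from the other by a median log2 difference of 2.93, with Cd68 (281 against 469) and Lyz2 (1610 against 1800) lower in it and the other 6 higher. The test of stromal cells was set up to find more of them with more Cdkn2a. Dilution by stromal cells would lower Cdkn2a and Epcam instead, so the test as set up cannot tell and the median runs opposite to what dilution would give. Col1a1 was put on that list after its tumour values were seen. For the 8 nephron genes the median is 4.71, with Lrp2 lower in the same library (2040 against 2980) and the other 7 higher, so the median runs opposite to what dilution of Cdkn2a by normal kidney would give. The log2 values of the libraries correlate across genes with an r of 0.907, against 0.922 to 0.942 among VM and 0.888 to 0.949 among VIM tumours.

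Xist and Y-linked genes are both above the floor in 2 normal kidney libraries. Library 22 has 20500 units of Xist with Ddx3y, Eif2s3y, Kdm5d and Uty at 4.7%, 3.07%, 2.38% and 2.23% of their level in 3 other kidneys. A mixture of a female with a male library would give equal shares, and the highest over the lowest is 2.11, only just past a limit of 2 that was set with the pattern in view, so this speaks weakly against mixing as the only source. Library 21 has 1200 units of Xist, 5.87% of that in library 22. No biological explanation was tested. VIM tumour library 13 has 3240 units of Ddx3y and 7400 of Eif2s3y, above every other tumour and kidney library, and no explanation was tested.

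Sssca1 is listed at 0 in every library without Dox and at 494, 184 and 198 units with Dox in VM-3055, VIM-3039 and MYC-2983 cells. If its reads were given to the overlapping Fam89b without Dox and nothing else changed, Fam89b would be lower with Dox and the sum of both genes steady. Fam89b had 1170, 1560 and 1240 units with Dox and 853, 1420 and 1030 without, so it is higher with Dox in each line. The sum with Dox over without is 1.95, 1.23 and 1.4, and the highest, 1.95, lies between the limits of 1.5 and 2. Reads assigned to Fam89b therefore do not alone account for the rise of Sssca1, and whether they contribute cannot be told.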
